# Neuronal sFlt1 and Vegfaa determine venous sprouting and spinal cord vascularization

**DOI:** 10.1038/ncomms13991

**Published:** 2017-01-10

**Authors:** Raphael Wild, Alina Klems, Masanari Takamiya, Yuya Hayashi, Uwe Strähle, Koji Ando, Naoki Mochizuki, Andreas van Impel, Stefan Schulte-Merker, Janna Krueger, Laetitia Preau, Ferdinand le Noble

## Abstract

Formation of organ-specific vasculatures requires cross-talk between developing tissue and specialized endothelial cells. Here we show how developing zebrafish spinal cord neurons coordinate vessel growth through balancing of neuron-derived Vegfaa, with neuronal sFlt1 restricting Vegfaa-Kdrl mediated angiogenesis at the neurovascular interface. Neuron-specific loss of *flt1* or increased neuronal *vegfaa* expression promotes angiogenesis and peri-neural tube vascular network formation. Combining loss of neuronal *flt1* with gain of *vegfaa* promotes sprout invasion into the neural tube. On loss of neuronal *flt1*, ectopic sprouts emanate from veins involving special angiogenic cell behaviours including nuclear positioning and a molecular signature distinct from primary arterial or secondary venous sprouting. Manipulation of arteriovenous identity or Notch signalling established that ectopic sprouting in *flt1* mutants requires venous endothelium. Conceptually, our data suggest that spinal cord vascularization proceeds from veins involving two-tiered regulation of neuronal sFlt1 and Vegfaa via a novel sprouting mode.

## Abstract (web summary)

The generation of vasculature in organs is regulated by cross-talk between the developing tissue and specialized endothelial cells. Here, the authors show that vessel growth feeding the zebrafish spinal cord is coordinated by balancing neuron-derived pro-angiogenic ligand Vegfaa and its receptor, sFlt1.

The vascular network closely associates with the neuronal network throughout embryonic development, in adulthood and during tissue regeneration^1^,^2^,^3^. Close association of vessels and nerves allows reciprocal cross-talk involving diffusible molecules, which is important for physiological functions in both domains^4^,^5^. Arteries secrete factors that attract sympathetic axons, and adrenergic innervation of arteries allows the autonomic nervous system to control arterial tone and tissue perfusion^5^. The nervous system, on the other hand, requires a specialized network of blood vessels for its development and survival. Metabolically active nerves rely on blood vessels to provide oxygen necessary for sustaining neuronal activity^6^, and disturbances herein result in neuronal dysfunction^1^,^7^.

How nerves attract blood vessels is debated, but several studies addressing vascularization of the mouse and chicken embryonic nervous system suggest that the angiogenic cytokine VEGF-A is involved^8^,^9^,^10^. In the mouse peripheral nervous system axons of sensory nerves innervating the embryonic skin trigger arteriogenesis involving VEGF-A–Neuropilin-1 (NRP1) dependent signalling^11^,^12^. While these studies provide evidence for the physical proximity and cooperative patterning of the developing nerves and vasculature, relatively little is known about mechanisms controlling VEGF-A dosage at the neurovascular interface. This is of great importance considering that blood vessels are very sensitive to changes in VEGF-A protein dosage and even moderate deviations from its exquisitely controlled physiological levels result in dramatic perturbations of vascular development^13^,^14^. VEGF-A levels must therefore be well titrated, and several strategies have evolved to achieve this.

Mouse retinal neurons for example can reduce extracellular VEGF-A protein via selective endocytosis of VEGF-A–VEGF receptor-2 (KDR/FLK) complexes. Inactivation of this uptake causes non-productive angiogenesis^15^. In the vascular system, spatio-temporal control of VEGF-A protein dosage is thought to be achieved by soluble VEGF receptor-1 (sFLT1), an alternatively spliced, secreted isoform of the cell-surface receptor membrane-bound FLT1 (mFLT1)^16^,^17^. Soluble FLT1 binds VEGF-A with substantially higher affinity than KDR, thereby reducing VEGF-A bioavailability and attenuating KDR signalling^17^. While originally discovered as a vascular-specific receptor, evidence is emerging showing neuronal FLT1 expression^18^. To what extent endogenous neuronal Flt1 has a physiological role in titrating neuronal VEGF levels controlling angiogenesis at the neurovascular interface independent of vascular Flt1 remains to be determined.

Angiogenesis involves complex and dynamic changes in endothelial cell behaviour^19^. In the zebrafish embryo these events can be studied in detail at the single cell level *in vivo* through the use of vascular-specific reporter lines^20^,^21^. The stereotyped patterning of arteries and veins in the trunk of the zebrafish embryo prior to 48 hpf is mediated by cues derived from developing somites and the hypochord, controlling angiogenic sprout differentiation and guidance^22^,^23^. Sprouting of intersegmental arterioles (aISV) requires Vegfaa-Kdrl signalling, as loss of either *kdrl* or *vegfaa* completely abolishes ISV sprouting from the dorsal aorta (DA)^24^. Primary sprouting also involves a component regulated by Notch, as loss of Notch increases the endothelial propensity to occupy the tip cell position in this vessel, whereas gain of Notch restricts aISV development^25^. Secondary vein sprouting requires Vegfc-Flt4 signalling, as loss of either ligand or receptor blocks venous growth^26^,^27^. Developing somites are regarded as the main source for Vegfaa, while the hypochord provides Vegfc during early development^22^,^23^.

In this study we show that developing spinal cord neurons located in the trunk of the zebrafish embryo produce Vegfaa and sFlt1 affecting the angiogenic behaviour of intersegmental vessels at the neurovascular interface. We find that during early development neuronal sFlt1 restricts angiogenesis around the spinal cord. We demonstrate that on genetic ablation of neuronal sFlt1 this brake is relieved resulting in the formation of a vascular network supplying the spinal cord in a Vegfaa-Kdrl dependent manner. Using inducible neuron-specific *vegfaa* gain-of-function approaches and analysis of several mutants with *vegfaa* gain-of-function scenarios, we furthermore show that the neuronal Vegfaa dosage determines the extent of the neovasculature supplying the spinal cord, as well as sprout invasion into the spinal cord. Interestingly, loss of *flt1* or augmenting neuronal *vegfaa* promotes sprouting from intersegmental veins involving distinctive angiogenic cell behaviours including nuclear positioning and a molecular signature not observed in primary arterial or secondary venous sprouting. Cell transplantation experiments confirm the role of neuronal *flt1* in venous sprouting and furthermore show that vascular *flt1* is dispensable herein. Taken together, our data suggest that spinal cord vascularization proceeds from veins and is coordinated by two-tiered regulation of neuronal sFlt1 and Vegfaa determining the onset and the extent of the vascular network that supplies the spinal cord via a novel sprouting mode.

## Results

### Spinal cord neurons express *sflt1, mflt1* and *vegf* ligands

Analysis of *TgBAC(flt1:YFP)*^*hu4624*^*;Tg(kdrl:hsa.HRAS-mCherry)*^*s916*^ transgenic embryos showed *flt1* expression in the aorta, arterial intersegmental vessels (aISVs), dorsal part of venous intersegmental vessels (vISVs) and spinal cord neurons located in the neural tube (Fig. 1a,b,d–g)^18^. Spinal cord neurons were in close proximity to blood vessels (Fig. 1c–e) and 3D-rendering of confocal z-stacks obtained from *Tg(kdrl:EGFP)*^*s843*^*;Tg(Xla.Tubb:DsRed)*^*zf148*^ double transgenic embryos showed the dorsal aspect of ISVs ‘indenting' the neural tube indicative of close contact (Fig. 1c; Supplementary Movie 1). Optical sections confirmed close contact between the outer neuronal layers of the neural tube and the dorsal part of ISVs, as well as the dorsal longitudinal anastomotic vessel (DLAV) (Fig. 1d–g). Such anatomical juxtapositioning of trunk vessels and neurons may provide a template for molecular cross-talk (Fig. 1d,e; pink box).

TaqMan analysis using FAC-sorted neuronal cells from two different neuronal reporter lines (Supplementary Fig. 1a–k) showed expression of *mflt1*, *sflt1*, *kdrl, kdr, flt4* and the ligands *vegfaa*, *vegfab*, and *plgf* (Supplementary Fig. 1b,e)^24^. *Flt1* was expressed in a comparable range as neuronal guidance molecules (Supplementary Fig. 1c,f). Real-time qPCR analysis for *vegfaa* and *vegfab* in the trunk of developing zebrafish embryos confirmed expression of both isoforms (Supplementary Fig. 1l,m).

### Loss of *flt1* induces ectopic vascular networks

In zebrafish *flt1* consists of 34 exons encoding membrane-bound *mflt1* and soluble *sflt1*, which is formed by alternative splicing at the exon 10—intron 10 boundary (Supplementary Fig. 2a)^18^. To obtain loss of both *mflt1* and *sflt1* (*flt1* full mutants) we targeted *flt1*-exon 3 using a CRISPR/Cas approach (Supplementary Fig. 2a–d) and analysed in detail the vascular phenotypes of three mutant alleles, *flt1*^*ka601*^ (−1 nt), *flt1*^*ka602*^ (−5 nt) and *flt1*^*ka603*^(+5 nt) (Fig. 2a–f; Supplementary Fig. 2a–d). To obtain *mflt1*-specific mutants we targeted exon 11b, the alternative exon essential for *mflt1* transcription (Fig. 2g; Supplementary Fig. 2a,e)^18^. Both the *flt1*^*ka601*^ and *flt1*^*ka605*^ mutant showed no signs of non-sense mediated decay (Supplementary Fig. 3a,b). Zebrafish homozygous for the *flt1* -1 nt allele (*flt1*^*ka601*^) displayed severe hyper-branching of the trunk vasculature at 3–4 dpf (Fig. 2a,b). Supernumerous amounts of branches developed in the dorsal aspect of the trunk at the level of the neural tube (Fig. 2b,c). Comparable observations were made in embryos homozygous for the *flt1* −5 nt allele (*flt1*^*ka602*^) and the *flt1* +5 nt allele (*flt1*^*ka603*^) (Fig. 2d,e,f). Analysis of four *mflt1* mutant alleles (*flt1*^*ka605-608*^, Supplementary Fig. 2e) did not reveal any obvious vascular malformations or alterations in vascular branching morphogenesis (Fig. 2g). These observations are compatible with absence of angiogenic defects in mouse *Flt1*^*TK−/−*^ embryos lacking mFlt1 signalling^28^,^29^. The vascular phenotype observed in the *flt1*^*ka601*^ mutants thus most likely involved soluble Flt1.

Since the vascular phenotypes of the *flt1*^*ka601*^, *flt1*^*ka602*^ and *flt1*^*ka603*^ mutant alleles (*flt1* full mutants) were indistinguishable, we focused on analysing *flt1*^*ka601*^ embryos (Fig. 2p–s). *Flt1*^*ka601*^ mutants showed normal arterial-venous remodelling (Fig. 2b,p–s) and adequate perfusion of both aISVs and vISVs. No significant changes in heart frequency were noted (Supplementary Fig. 4a). The vascular phenotype of *flt1*^*ka601*^ mutants emerged around day 2.5 (Fig. 2q,r) with sprouts emanating exclusively from the dorsal aspect of the venous ISVs at the level of the neural tube (Supplementary Movie 2); ectopic arterial ISV sprouting was not observed (Fig. 2r). In *flt1*^*ka601/+*^heterozygotes (Fig. 2l–o) ectopic sprouting was rarely observed (Fig. 2n,o; Supplementary Movie 3). In wild-type (WT) embryos such endothelial cell behaviours were not observed (Fig. 2h–k, Supplementary Movie 4).

We furthermore examined whether *flt1* targeting morpholino could recapitulate the *flt1*^*ka601*^ mutant phenotype (Supplementary Fig. 4b–h). We evaluated two dosages of a published *flt1* ATG targeting morpholino (MO) and found that 1 ng *flt1* MO induced hyper-branching in WT at levels comparable to *flt1*^*ka601*^ (Supplementary Fig. 4g,h)^18^,^30^. Injection of 1 ng MO into *flt1*^*ka601*^ mutant background did not induce additional sprouting defects (Supplementary Fig. 4d), suggesting that the 1ng dosage targets *flt1* specifically. In contrast, 3 ng MO introduced additional branches at 2 dpf that were not observed in the *flt1*^*ka601*^ mutant at this stage (Supplementary Fig. 4e). Since we did not observe maternal contribution of *flt1* these observations suggest that 3 ng MO introduced non-specific effects^31^.

### Sprouts in *flt1*^*ka601*^ display distinctive cell behaviours

Compatible with ectopic sprouting we identified hyperactive endothelial cells extending filopodia in the dorsal aspect of vISVs of *flt1*^*ka601*^ mutants (Fig. 3a; Supplementary Movie 2). About 55% of hyperactive endothelial cells investigated generated a patent sprout (Fig. 3a); in the remaining 45%, filopodia and sprouts retracted (Fig. 3b). From the population of patent ectopic venous sprouts 95% formed an anastomosis with an aISV, whereas only 5% made a connection with a vISV (Fig. 3c). The preference for arterial anastomosis may be physiologically relevant as it creates a pressure gradient promoting blood flow perfusion. Sprout filopodia length ranged from 1 to 20 μm, and filopodia projected at an angle between 90 and 120° with respect to the vISV compatible with arterial anastomosis formation (Fig. 3d–f). Current models posit that Flt1 produced in angiogenic sprouts mainly prevents back-branching of nascent sprouts^32^. We find that in the absence of Flt1 sprouts retain their directionality and migrate away from the parent vessel. Within ISVs endothelial nuclei migrated at velocities of up to 1 μm min^−1^ (Fig. 3g–j,l). Careful analysis of nuclear positioning within endothelial cells revealed an association between nuclear position and sprout initiation (Fig. 3k–m, Supplementary Movie 2). Nuclei migrated actively into the direction of future sprout initiation points (SIP), and in more than 80% of the studied sprout initiations nuclear positioning was directly linked with sprout initiation (linkage was defined as nucleus-SIP distance of <5 μm at spout initiation) (Fig. 3l,m). This nuclear migration behaviour is in contrast to rearward nuclear positioning in migrating angiogenic endothelial cells *in vitro*^33^ and is not described *in vivo* for primary artery or secondary venous sprouting events in zebrafish. Analysis of endothelial cell numbers at 4 dpf showed increased endothelial cell numbers in aISVs, vISVs, DLAV, DA and PCV of *flt1*^*ka601*^ compared with WT (Fig. 3n–q); DLAV size was not statistically different (Fig. 3r). At earlier stages (17 hpf) we found no differences in endothelial cell numbers between *flt1*^*ka601*^ and WT (Supplementary Fig. 4i–l).

### *flt1*^*ka601*^ display upregulation of angiogenic sprout markers

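RNA from 4 dpf larvae of 2 genotypes was sequenced, with 3 WT and 3 homozygous *flt1* ka601 samples, all carrying the *kdrl:EGFP* reporter. GEO's labels name the AB strain for the WT samples and no strain for the mutants, and they add a depletion of ribosomal RNA to the library preparation that the paper gives. Each sample was sequenced as 2 technical replicates, which the authors' deposited count table holds as 1 column per sample. The authors aligned the reads to the GRCz10 zebrafish genome and its transcriptome and counted them with HTSeq on 54869 Ensembl transcripts, without normalization, so that a gene with several transcripts has several counts. Between 10792845 and 14936523 reads per WT sample were counted on transcripts, with a median of 11218075, and between 10655504 and 13358468 reads per *flt1* ka601 sample, with a median of 11112051. The paper's reported mean is 44490573 reads assigned to genes, by Cufflinks and HTSeq. The values given here use the HTSeq counts of the deposited table, which are on transcripts. No pair of samples had identical counts, and the deviation between samples of one genotype was above counting error in every pair, with a chi-square per degree of freedom between 1.79 and 20.8. The first principal component of the log2 CPM values (counts scaled to library size) separated the genotypes and held 46.1% of the variance. The second, with 25.4%, separated WT replicate 3 from the other WT samples. From these counts, transcripts were tested with edgeR's quasi-likelihood test after TMM normalization, which scales each sample for library size and composition, and 21029 transcripts passed its filter on low counts. The 5 most counted transcripts took 36.9% of the counts of WT replicate 1 and between 27.0% and 28.8% of those of the other samples, so the choice of scaling bears on the direction of small changes. The deposited files pair transcript identifiers with gene names only for the 424 transcripts that the authors list as differentially expressed with DESeq or Cuffdiff. The identifiers of *flt1* transcripts are not among these, and the level of the mutated gene was not analysed here.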

We next performed RNA sequencing of *flt1*^*ka601*^mutants and analysed genes implicated in sprouting angiogenesis (Supplementary Fig. 5a–c). 

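The markers *notch1a*, *notch1b*, *dll4*, *nrarpa*, *nrarpb*, *hey1*, *hey2*, *her6* and *flt4* were looked for by name in the tables of differential expression. In the authors' deposited tables, which keep transcripts with at least a 2-fold change, 0 of these 9 genes are listed. Their counts were not analysed here, since the files give no identifier for them. How small a change these samples could show depends on the count. For transcripts with a mean count of 100 to 1000 reads per sample, the 95% confidence interval of the log2 fold change reached a median of 0.25 to either side of the estimate. For transcripts under 30 reads per sample, it reached a median of 0.70. Counts were also simulated from the same samples with a log2 change of 1 in 200 transcripts. At an adjusted p under 0.05, 108 of 108 changed transcripts with a mean over 100 reads were called. Of those with a mean under 30, 5 of 39 were called. With so few transcripts changed, this adjusted p was a stricter cut than in the data, where 2052 transcripts were called. The simulated shares may therefore understate what the data could show at low counts. A transcript can also change by less than the fold threshold: 1602 transcripts had an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment) and less than a 2-fold change.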

Expression of the classical tip-stalk cell markers including *notch1a, notch1b, dll4, nrarpa, nrapb, hey1, hey2, her6* and *flt4* were not altered^34^ (Supplementary Fig. 5b). This result may not be surprising since ectopic venous sprouts emanated from venous ISVs, and Dll4-Notch signalling is absent in this domain^35^. Instead we found upregulated expression of other genes implied in sprouting cell behaviour. 

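Among the 21029 transcripts tested, 2052 differed between *flt1* ka601 and WT larvae at an adjusted p under 0.05, of which 1145 were higher and 907 lower in mutants. With a change of at least 2-fold as well, 264 transcripts were higher and 186 lower. The setting that moved this number most was a test against the 2-fold change itself, which called 15 transcripts higher and 26 lower. When samples were scaled by total counts alone, 83.1% of the calls at an adjusted p under 0.05 were higher in mutants, against 55.8% with TMM. Of the tested transcripts, 32.6% had all mutants above or all mutants below all WT samples, where chance gives 10%. The largest rises among transcripts with a mean of at least 50 reads per sample and no overlap between the genotypes were those of wu:fe11b02, ENSDART00000114465, si:ch211-5k11.2, CU041398.1 and the embryonic globin *hbbe1.2*. CU041398.1 rose from 9.26 ± 1.85 to 60.0 ± 1.96 CPM (mean ± SD, n = 3 each), a log2 fold change of 2.69 (standard error 0.13, adjusted p = 8.1e-06). *hbbe1.2*, for which reads that also fit other transcripts enter no count, rose from 17.9 ± 3.57 to 108 ± 20.7 CPM, a log2 fold change of 2.60 (standard error 0.16, adjusted p = 4.3e-05). The rise of wu:fe11b02 had a log2 fold change of 3.62 with a standard error of 0.78 (adjusted p = 0.017). It had 0, 0 and 124 reads in the WT samples and between 494 and 598 in the mutants. DESeq2's Wald test gave an adjusted p = 0.53. Leaving out WT replicate 2, mutant replicate 2 or mutant replicate 3 gave an adjusted p of 0.057, 0.077 and 0.058 with edgeR. The fits that left out another sample called it, with a log2 fold change of 2.97 without WT replicate 1. ENSDART00000114465, with 0, 2 and 41 reads in the WT samples, had a log2 fold change of 3.44 (standard error 0.64, adjusted p = 0.0095) and an adjusted p = 0.28 with DESeq2. The largest falls were those of ENSDART00000128404, *dhrs13l1*, si:dkey-7c18.24 and of transcripts that the files do not name, ENSDART00000119007 and ENSDART00000123509. The log2 fold change of ENSDART00000128404 was -4.26 (standard error 0.27, adjusted p = 4.3e-05) and that of *dhrs13l1* was -4.12 (standard error 0.45, adjusted p = 0.00068). The fall of ENSDART00000119007, with a log2 fold change of -7.32, came from 6491 reads in WT replicate 3 beside 36 and 25 in the other WT samples. Without that sample its log2 fold change was -0.96 (adjusted p = 0.064). ENSDART00000123509 had 204 reads in WT replicate 3 beside 49 and 29 in the other WT samples. Its log2 fold change was -3.54 with all samples and -2.15 (adjusted p = 0.0024) without WT replicate 3. Without mutant replicate 1, 2 or 3 its adjusted p was 0.073, 0.09 and 0.09. Of 27 genes listed as pan-endothelial before the data were examined, 1 is named in the deposited tables, si:dkey-208k22.3, which RefSeq names *plvapa*. It rose from 11.5 ± 2.43 to 24.8 ± 1.26 CPM, a log2 fold change of 1.11 (standard error 0.14, adjusted p = 0.0015). Names exist only for transcripts that the authors listed as changed, so a member without a change could not appear. The rise of *plvapa* therefore does not speak for the list as a whole. All adjusted p-values but those marked DESeq2 are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

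**Figure D1:**
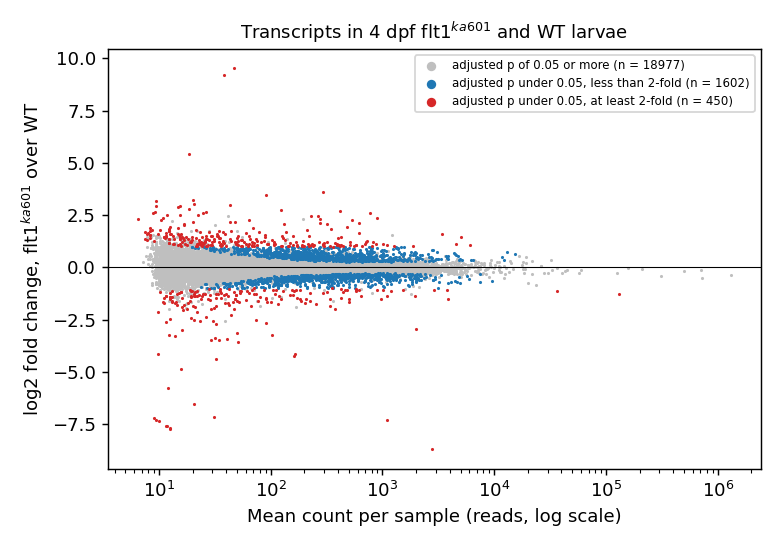
Log2 fold change of each tested transcript (*flt1* ka601 over WT) against its mean count per sample in reads, on a log axis. Each point is a transcript. The 450 red points have an adjusted p under 0.05 and at least a 2-fold change, the 1602 blue points an adjusted p under 0.05 and a smaller change, and grey points have neither.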

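Levels of *aplnra*, *angpt2a* and *esm1* are given as TMM-normalized CPM (counts scaled to library size), mean ± SD over 3 samples, with the test of edgeR. The *angpt2a* transcript ENSDART00000025463 was at 1.605 ± 0.205 in WT and 4.32 ± 0.923 in *flt1* ka601 larvae, a log2 fold change of 1.42 (standard error 0.24, adjusted p = 0.0058). It stood on 16 to 21 reads in the WT samples and 40 to 59 in the mutants. The *esm1* transcript ENSDART00000084545 was at 3.58 ± 0.295 in WT and 8.00 ± 0.821 in mutants, a log2 fold change of 1.16 (standard error 0.16, adjusted p = 0.0023), on 36 to 51 and 84 to 125 reads. For both genes every mutant sample was above every WT sample (exact permutation test, two-sided p = 0.1, the smallest that 3 samples against 3 allow). With each sample left out in turn, the log2 fold change stayed between 1.25 and 1.54 for *angpt2a* and between 1.06 and 1.23 for *esm1*, and all 6 such fits called both genes. The *aplnra* transcript ENSDART00000074125 was at 0.808 ± 0.615 in WT and 1.98 ± 0.464 in mutants, a log2 fold change of 1.32 with a standard error of 0.43 and a 95% confidence interval from 0.36 to 2.28. Its adjusted p was 0.081 over all 21029 transcripts, and 0.012 when adjusted over the 5 transcripts of genes that the paper names as upregulated. *aplnra* had the largest of these 5 p-values, which that adjustment leaves unchanged. Its reads were few, with 5, 6 and 16 in the WT samples and 21, 27 and 23 in the mutants. Scaled for library size, WT replicate 3 overlapped the mutants. Without that sample the log2 fold change was 2.09 (adjusted p = 0.0055). Over the 6 fits that each left out a sample, the log2 fold change ran from 0.952 to 2.09, and 1 fit called the gene. The adjusted p ran from 0.0055 to 0.24 over these fits. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

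**Figure D2:**
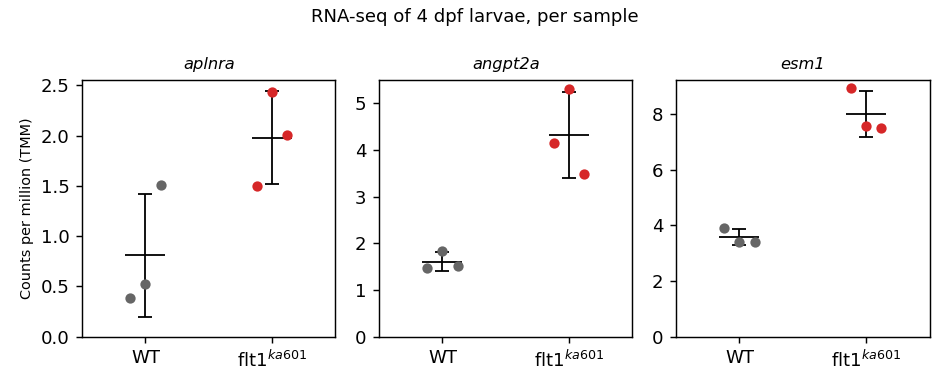
TMM-normalized CPM of *aplnra*, *angpt2a* and *esm1* in the 3 WT (grey) and 3 *flt1* ka601 (red) samples, with bars for mean ± SD. The genotypes do not overlap for *angpt2a* and *esm1*, while the highest WT sample reaches the lowest mutant sample for *aplnra*.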

RNA-seq and qPCR of *flt1* mutants showed significantly increased levels of *apelin receptor-a* (*aplnra*), *angiopoietin-2a* (*angpt2a*), and *endothelial cell specific molecule-1* (*esm1*) (Supplementary Fig. 5b,c), genes previously shown to be enriched in angiogenic vessels^36^,^37^. In addition, we observed a significant upregulation of *plgf,* which encodes the Flt1-specific pro-angiogenic ligand Plgf, and *lyve1*, a gene expressed in veins and implied in lymphangiogenesis, in line with the venous expansion phenotype in *flt1*^*ka601*^ mutants (Supplementary Fig. 5c)^38^.

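The authors' deposited tables list the *plgf* transcript ENSDART00000114220 as PGF (1 of 2), which by its gene number is RefSeq's *pgfb*. They list the *lyve1* transcript ENSDART00000112109 as LYVE1 (2 of 2), RefSeq's *lyve1a*. The paper's text does not say which copy of either gene it means. The other copies, *pgfa* and *lyve1b*, carry no name in the files and were not analysed here. The *plgf* transcript had 7, 3 and 1 reads in the WT samples and 12, 13 and 16 in the mutants. This gave 0.299 ± 0.224 CPM in WT and 1.14 ± 0.269 in *flt1* ka601 larvae (mean ± SD, n = 3 each). Its log2 fold change was 1.81 with a standard error of 0.48 (adjusted p = 0.038 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At this depth the call depended on the samples used, since 1 of the 6 fits that each left out a sample gave an adjusted p under 0.05. That fit, without WT replicate 1, left WT samples of 3 and 1 reads, and in the others the log2 fold change stayed between 1.44 and 2.00. With DESeq2's Wald test its adjusted p was 0.09. The *lyve1* transcript was at 2.53 ± 0.41 CPM in WT and 5.60 ± 0.904 in mutants, on 24 to 38 and 54 to 91 reads. Its log2 fold change was 1.15 with a standard error of 0.21 (adjusted p = 0.0081 from the same edgeR test), and it stayed between 1.01 and 1.27 as each sample was left out, with all 6 fits calling it. Every mutant sample was above every WT sample for both transcripts (exact permutation test, two-sided p = 0.1, the smallest the design allows). Of the paper's 5 upregulated transcripts, 4 passed an adjusted p of 0.05 over all transcripts. All 5 passed when the adjustment ran over these transcripts alone, a list that the paper chose at least in part from these data. The paper names RNA-seq and qPCR for *aplnra*, *angpt2a* and *esm1*, and names no method for *plgf* and *lyve1*. The paper relates the higher level of *lyve1*, a gene of veins, to the venous expansion phenotype of the mutants.

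**Figure D3:**
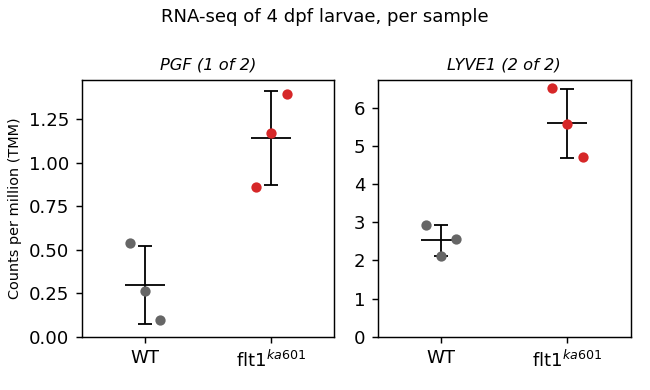
TMM-normalized CPM of the *plgf* transcript, listed as PGF (1 of 2), and the *lyve1* transcript, listed as LYVE1 (2 of 2), in the 3 WT (grey) and 3 *flt1* ka601 (red) samples, with bars for mean ± SD. All mutant samples lie above all WT samples in both panels.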

### Origin of endothelial cells in ectopic venous sprouts

It is established that artery-derived ECs, on arteriovenous (AV) remodelling, contribute to the dorsal aspect of vISVs (ref. 39). Besides these remodelled artery-derived cells, another source may be PCV-derived venous endothelial cells as they can migrate over long distances^40^. However, a specific contribution of these venous ECs in populating the dorsal aspect of vISVs has not been shown thus far. To determine whether PCV-derived venous cells can colonize the dorsal aspect of vISVs, we performed cell tracking experiments using the *Tg(kdrl:nlskikGR)*^*hsc7*^ transgenic line (Fig. 4a–i). A small part of the PCV was photo-converted at 30 hpf and individual venous endothelial cells were tracked in the period 30–60 hpf by time-lapse imaging (Fig. 4a–f, Supplementary Movie 5). We observed three scenarios (Fig. 4i). In scenario (I): PCV-derived venous endothelial cells migrated into the vISV and reached the most dorsal aspect of the vISV (Fig. 4c–e). In the dorsal aspect of vISVs, PCV-derived endothelial cells were observed together with the remodelled artery-derived endothelial cells (Fig. 4f,g; artery-derived cells in green). Scenario (I), which we refer to as ‘mixed' (both artery and vein-derived EC), accounted for 43.2% of cases (Fig. 4h,i). Of the mixed population 67.9% of endothelial cells were of venous origin and 32.1% of arterial origin (Fig. 4h, right panel). In scenario (II), the dorsal part of vISV only contained PCV-derived venous endothelial cells; artery-derived endothelial cells were absent. Scenario (II) accounted for 48.6% of cases (Fig. 4h,i). In scenario (III) we find that the dorsal part of vISV only contained artery-derived ECs; in this scenario the dorsal aspect of vISVs was not colonized by migrating PCV-derived venous endothelial cells (Fig. 4h,i). This scenario was observed in 8.2% of cases.

The *flt1*^*enh*^ promoter marks ISV-ECs of arterial origin^39^. Loss of *flt1* in *Tg(flt1*^*enh*^*:Tdtomato; flt4:mCitrine)* showed ectopic venous sprouts containing *flt1*^*enh*^-expressing ECs (Fig. 4k,l,n–p). In the same embryo, we furthermore noted ectopic venous sprouts devoid of *flt1*^*enh*^ expressing ECs (Fig. 4j,m,p), suggesting that these sprouts were only made of vein-derived ECs (Fig. 4m). To confirm a contribution of PCV-derived venous endothelium we performed cell tracking experiments in *Tg(kdrl:nlskikGR)*^*hsc7*^ on loss of *flt1* and indeed we found that PCV-derived venous ECs were capable of contributing to ectopic sprouting (Supplementary Fig. 6a). Interestingly, besides sprouts exclusively containing artery-derived, or venous-derived endothelium (Fig. 4m,o), we observed composite sprouts with artery and venous-derived endothelial cells juxtapositioned (Fig. 4k,n).

### *Vegfaa* gain-of-function promotes venous sprouting

Before 48 hpf trunk arterial sprouting is driven by Vegfaa and venous sprouting by Vegfc (refs 24, 26, 27). Since loss of *flt1* mimics *vegfaa* gain-of-function, we expected changes in arterial branching in *flt1*^*ka601*^. Rather surprisingly, we observed ectopic venous sprouting after 2.5 dpf (Fig. 3a,b; Fig. 5a,b,e). Primary artery development was not affected in *flt1* mutants (Supplementary Fig. 6b,c,f,g), although primary arterial sprouts developed in close proximity to the neural tube (Supplementary Fig.6h–k).

Ectopic venous sprouting was conserved in several other *vegfaa* gain-of-function scenarios, including *vhl*^*hu2114*^ mutants and *ptena*^*−/−*^*;ptenb*^*−/−*^ double mutants (Fig. 5c–e). Von Hippel-Lindau protein (pVHL) is essential for the proteolytic degradation of Hif-1α, an evolutionary conserved transcription factor important for regulating *vegfaa* transcription^41^,^42^. Loss of *vhl* prevents Hif-1α degradation and augments *vegfaa* expression^41^,^42^. Accordingly, *vhl*^*hu2114*^ mutants developed ectopic sprouts emanating from vISVs but not from aISVs (Fig. 5c,e). Changes in primary aISV sprouting were not observed (Supplementary Fig. 6d,f,g).

PTEN is a tumour suppressor gene acting as a PI3K/Akt signalling attenuator and linked to the progression of many tumours involving VEGF-A (refs 43, 44). In zebrafish, two orthologues of *pten* exist, and *ptena*^*−/−*^*;ptenb*^*−/−*^ double mutant zebrafish show increased *vegfaa* levels^44^. Detailed analysis of *ptena*^*−/−*^*;ptenb*^*−/−*^ double mutants identified pronounced ectopic venous sprouting at the level of the neural tube (Fig. 5d,e). In *pten* double mutants ectopic venous sprout numbers were higher when compared with *flt1*^*ka601*^ single mutant or *vhl*^*hu2114*^ single mutant (Fig. 5e). In addition, in a small percentage of ISVs, *ptena*^*−/−*^*;ptenb*^*−/−*^ double mutants displayed very few ectopic arterial sprouts (Fig. 5e).

Mechanistically, loss of *vhl* and *flt1* augments Vegfaa function at different levels, through increased *vegfaa* transcription and higher Vegfaa protein bioavailability, respectively. We reasoned that combining both mutants should increase Vegfaa and activate downstream Kdrl signalling even further. Indeed, *flt1*^*ka601*^*;vhl*^*hu2114*^ double mutants showed more severe hyper-branching of the trunk vasculature when compared with single mutants (Fig. 5e,h). Accordingly, *flt1*^*ka601*^*;vhl*^*hu2114*^ double mutants developed more ectopic venous sprouts when compared with either single *flt1*^*ka601*^ or single *vhl*^*hu2114*^ mutants (Fig. 5e). The *flt1*^*ka601*^*;vhl*^*hu2114*^ double mutants also developed a small number of ectopic arterial sprouts after 2.5 dpf (Fig. 5e). However, venous sprout numbers were three times higher (*P*<0.001) than arterial sprout numbers at this stage (Fig. 5e). Changes in primary aISV (24 hpf) sprouting were not observed (Supplementary Fig. 6e,f,g). Endoxifen-induced neuronal-specific overexpression of *vegfaa165* at 52 hpf in WT embryos also promoted ectopic venous sprouting (Fig. 5e; Supplementary Fig. 8e,f). In addition, a smaller number of ectopic arterial sprouts was noted, similar to *flt1*^*ka601*^*;vhl*^*hu2114*^ double mutants (Fig. 5e). Taken together, ectopic venous sprouting was conserved in five *vegfaa* gain-of-function scenarios.

### Ectopic sprouting in *flt1*^*ka601*^ mutants requires veins

To prove that in *flt1*^*ka601*^ mutant sprouts indeed emanated from veins, we interfered with early arterial-venous remodelling by blocking *flt4* (ref. 26) (Fig. 5f,g; Supplementary Fig. 6l). Loss of *flt4* in *flt1*^*ka601*^ mutants interfered with arterial-venous remodelling; as a consequence almost all trunk ISVs remained arterial^26^ (Supplementary Fig. 6l). In line with the requirement for veins, the *flt1*^*ka601*^ hyper-branching phenotype was rescued (Fig. 5f,g). Furthermore, *flt4* loss-of-function in the *flt1*^*ka601*^*;vhl*^*hu2114*^ double mutants (denoted as double in Fig. 5h,i) also significantly reduced branching complexity (Fig. 5h-j; method quantification of branch points in Supplementary Fig. 1n). As ectopic sprouting requires venous endothelium, we next reasoned that promoting vISV formation in *flt1*^*ka601*^ mutants should augment branching. Vessel identity and Notch signalling are linked. In zebrafish, it is established that loss of the Notch ligand Dll4 promotes venous cell fate and *dll4* loss-of-function embryos display a trunk vasculature consisting almost exclusively of vISVs^45^. Accordingly, loss of *dll4* in *flt1*^*ka601*^ mutants significantly augmented ectopic branching when compared with control *flt1*^*ka601*^ mutants (Fig. 5k,l).

### Notch, pericytes and ectopic venous sprouting in *flt1*^*ka601*^

One explanation for the low arterial responsiveness in *vegfaa* gain-of-function scenarios may involve high arterial Notch activity since Notch acts as a repressor of sprouting in arteries, downstream of Vegfaa signalling^25^,^35^,^46^. To inhibit endothelial Notch signalling in arterial ISVs of *flt1*^*ka601*^ mutants, we expressed a dominant negative form of the Notch co-activator MAML (DN-MAML-EGFP) in an endoxifen inducible manner (Fig. 6a,b)^47^. We used the *flt1*^*enh*^ promoter construct which is mainly active in aISVs (ref. 39) to drive gal4-ERT2;UAS:DN-MAML-eGFP (notch^iΔEC^) in *flt1*^*ka601*^ mutants. Transgene expression was initiated at 52 hpf by adding endoxifen. Endothelial-specific DN-*MAML* gain-of-function in *flt1*^*ka601*^ mutants induced ectopic aISV sprouting at the level of the neural tube (Fig. 6a,b,f). Even more pronounced ectopic arterial sprouting was observed with the γ-secretase inhibitor LY-411575 that blocks Notch activation; adding LY-411575 at 2 dpf activated ectopic arterial sprouting in *flt1*^*ka601*^ mutants (Fig. 6c–f). Venous sprout numbers were not significantly changed upon DN-MAML (16.1±3.45 versus 17.1±2.88) or LY-411575 treatment (15.9±2.89 versus 14.2±1.69). Addition of LY-411575 to WT at 2 dpf had no effect. To explain differential AV responsiveness, we also considered differences in pericyte cell coverage (Fig. 6g–j). Overall, pericytes were scarce with 88% of all ISVs investigated not being covered by pericytes. In the remaining 12% of cases, pericytes were found in both aISVs (9.94%) and vISVs (1.91%) along the ISV ventral-dorsal axis. In the most dorsal aspect of aISV and vISV, the region where ectopic sprouting occurs in *flt1*^*ka601*^, pericytes were comparable between aISV and vISV (2.48% and 1.91% respectively, Fig. 6k).

### Vegf and Flt1 determine extent of spinal cord vascularization

Neurons expressed *vegfaa* (Supplementary Fig. 1), and neuronal cells of both 3 dpf WT and *vhl* loss-of-function embryos had significantly higher *vegfaa* levels than non-neuronal cells (Fig. 7a,b; FACS settings in Supplementary Fig. 7a–d). Furthermore, neuronal *vegfaa* expression was significantly increased in *vhl* loss-of-function when compared with WT (Fig. 7a,b). Thus, at this stage of development neurons are the major source of *vegfaa,* and not other tissues like developing muscle^48^. We next examined whether neurons can direct sprouts into the neural tube (Fig. 7c–i). We compared the *flt1*^*ka601*^*;vhl*^*hu2114*^ double mutant (Fig. 7c,d) with *flt1*^*ka601*^ mutant and WT and found striking changes in optical sections of the neurovascular interface (Fig. 7e–h). In *flt1*^*ka601*^, sprouts occasionally projected into the neural tube (Fig. 7g), whereas in *flt1*^*ka601*^*;vhl*^*hu2114*^ double mutants many branches invaded the neural tube (Fig. 7h,i).

In the mutants with *vegfaa* gain-of-function, the spinal cord becomes vascularized relatively early, between 3 and 4 dpf. In WT, the spinal cord is vascularized much later in development starting in the period between 12 and 14 dpf (Fig. 7j–l). In those older WT embryos, sprouts preferentially emanated from venous ISVs, displayed nuclear positioning as described for the *flt1* mutant (Supplementary Fig. 7e,f) and the onset of vascularization of the WT spinal cord coincides with decreased *sflt1* expression during this stage of development (Supplementary Fig. 7g).

### Neuronal sFlt1 and Vegfaa regulate sprouting from veins

We next generated tissue-specific and inducible *flt1* and *vegfaa* gain-of-function models. Loss of neuronal sFlt1 in *flt1*^*ka601*^ mutants may augment neuron-derived Vegfaa availability and promote ISV sprouting. Hence, restoring neuronal sFlt1 in *flt1*^*ka601*^ mutants should provide a rescue, whereas neuronal-specific *flt1* loss-of-function should induce hypersprouting. To test the first scenario we expressed *-3.2elavl3:gal4-ERT2;UAS:GFP-p2A-sflt1* (*sflt1*^*iNC*^) in *flt1*^*ka601*^ mutants (Fig. 8a–d, branch quantification method in Supplementary Fig. 1n). This construct allows precise time-controlled expression of *sflt1* specifically in neurons. We found that transgene activation in neurons at 52 hpf, just before the emergence of the ectopic sprouts in *flt1*^*ka601*^ mutants, rescued the vascular hyper-branching phenotype (Fig. 8b–d).

We next explored whether neuron-specific loss of *flt1* is sufficient to induce ISV hyper-branching (Fig. 8e–i). To accomplish neuron-specific loss of *flt1* we expressed the *flt1* targeting *sgRNA*^*flt1E3*^ (*U6:sgRNA*^*flt1E3*^, the same sgRNA as used to generate *flt1*^*ka601*^ mutants; expressed in all cells) together with the Cas9 construct employing the Gal4-UAS system under the control of the pan-neuronal promoter *Xla.Tubb* (*-3.8Xla.Tubb:gal4-VP16/UAS:Cas9-t2A-eGFP* (*flt1*^*ΔNC*^); (Fig. 8e))^49^. To optimize the biallelic knockout efficacy, we injected the construct into embryos heterozygous for the *flt1* −1 nt allele (*flt1*^*ka601/+*^). GFP signal was detected in spinal cord neurons indicating efficient *Xla.Tubb*-driven neuron-specific expression of *Cas9* (Fig. 8h). Neuronal loss of *flt1* significantly induced ectopic venous sprout formation when compared with WT and *flt1*^*ka601/+*^heterozygous mutants (Fig. 8f–i). In contrast, sprouting was not observed when *Cas9* was expressed under a vascular promoter (Supplementary Fig. 8a) or in embryos only carrying the sgRNA without *Cas9*.

To substantiate the contribution of neuronal *sflt1* we next employed multiplexed custom designed miRNAs directed against *sflt1* 3′UTR arranged with a common miR-155 backbone^50^ (Supplementary Fig. 8b). The constructs were expressed under control of vascular (*flt1*^*enh*^) and neuronal (*Xla.Tubb*) specific promoters. Targeting neuronal *sflt1* resulted in ectopic sprouting (Supplementary Fig. 8c), but targeting vascular *sflt1* failed to induce sprouts (Supplementary Fig. 8d).

Next we performed cell transplantation experiments, which demonstrated that neuronal *flt1* and not vascular *flt1* is the physiologically relevant mediator of sprouting at the level of the neural tube (Fig. 8j–l). Transplantation of *flt1* mutant neurons into WT hosts induced ectopic sprouting (Fig. 8k). In contrast, transplantation of *flt1* mutant endothelial cells into WT hosts failed to induce sprouting (Fig. 8l).

To prove that neuron-derived Vegfaa promotes hyper-branching, we generated neuronal tissue-specific and inducible *vegfaa165* gain-of-function zebrafish (Supplementary Fig. 8e,f; quantification in Fig. 5e). Transgenic expression was initiated by adding endoxifen after completion of AV remodelling at 52 hpf. In this scenario hyper-branched neovascular networks formed at the level of the neural tube, similar to *flt1*^*ka601*^ mutants (Supplementary Fig. 8e,f). Neuronal *vegfaa121* was also capable of inducing sprouting (Supplementary Fig. 8g). In contrast, neuron-specific and inducible *vegfc* gain-of-function, induced at 54 hpf, did not induce ectopic sprouts (Supplementary Fig. 8h). Timing of transgene expression was relevant as inducible neuron-specific *vegfaa165* overexpression prior to completion of AV remodelling resulted in thickened abnormal vascular structures (Supplementary Fig. 8i,j). In the same line, neuron-specific constitutive overexpression of *sflt1* completely annihilated ISV formation (Supplementary Fig. 8k).

To confirm that the *flt1*^*ka601*^ phenotype involved gain of Vegfaa, we titrated *vegfaa* levels using a low dose *vegfaa* targeting morpholino^51^. Reducing *vegfaa* in *flt1*^*ka601*^ mutants rescued the hyper-branching phenotype (Fig. 8m–o). Vegfaa signals via Kdrl and application of ki8751, an established Kdrl tyrosine kinase inhibitor in zebrafish^52^ to *flt1*^*ka601*^ mutants at 2.5 dpf annihilated the formation of the ectopic neovascular networks (Supplementary Fig. 8l,m,o). In contrast, the Flt4-specific tyrosine kinase inhibitor MAZ51 (ref. 52) did not rescue hyper-branching in *flt1*^*ka601*^ (Supplementary Fig. 8l,n,o). Vegfaa-driven primary artery sprouting can occur in the absence of blood flow perfusion. To test if Vegfaa-driven ectopic venous sprouting in *flt1*^*ka601*^ mutants is affected by blood flow, we modulated cardiac activity and flow with BDM or tricaine. We found that loss of flow completely rescued ectopic hyper-sprouting in *flt1*^*ka601*^ mutants (Supplementary Fig. 9a-e). Inhibition of PI3 kinase with wortmannin also significantly reduced ectopic sprouting (Supplementary Fig. 9f).

## Discussion

Intimate cross-talk between vessels and the nervous system is important for tissue homeostasis. During embryonic development, neuronal stem cells differentiate into mature neurons, a process that associates with a change in cellular metabolism^53^. Concomitantly with developmental neurogenesis, changes occur in the vascular network feeding the spinal cord. We show in the zebrafish embryo that neurons in the developing spinal cord express the pro-angiogenic ligand Vegfaa and anti-angiogenic soluble Vegf receptor-1, sFlt1, which acts as a Vegfaa scavenger (Fig. 9). Spinal cord neurons are in close contact to the developing trunk vasculature, and we show that these vessels are responsive to changes in neuronal sFlt1 and Vegfaa. Using a combination of global and tissue-specific loss of *flt1* mutants, and further substantiated by *vegfaa* loss- and gain-of-function experiments as well as cell transplantations, we demonstrate that neuronal sFlt1 restricts neuronal Vegfaa and vessel branching morphogenesis at the neurovascular interface. Differential regulation of *vegfaa* and *sflt1* allows orchestration of the onset and extent of spinal cord vascularization (Fig. 9). We propose that neurons may use sFlt1-Vegfaa to adjust vascularization according to their developmental needs.

*Flt1*^*ka601*^ mutants develop ectopic sprouts emanating from venous ISVs around embryonic day 2.5. Neuron-specific targeting of *flt1* or *sflt1* using CRISPR/Cas9- and miRNA-based approaches respectively, result in *flt1*^*ka601*^ comparable phenotypes. Transplantation of *flt1* mutant neurons into WT hosts induces ectopic sprouting which is not observed after transplantation of *flt1* mutant endothelial cells, suggesting that neuronal *flt1* is the physiologically relevant mediator in our mutant. Neuronal-specific gain of *sflt1*, reducing *vegfaa* levels, or inhibition of Kdrl signalling provide a rescue suggesting that ectopic venous sprouting is mediated by the Vegfaa-Kdrl signalling axis. Accordingly, ectopic venous sprouting from the dorsal aspect of vISVs is conserved in five independent *vegfaa* gain-of-function scenarios.

Previous studies have shown that during AV remodelling, aISV-derived endothelial cells remain integrated in the dorsal aspect of vISVs (ref. 39). We confirm that remodelled artery-derived endothelial cells indeed contribute to this domain although they are not the sole or most important endothelial source. Using *in vivo* cell tracking we find posterior cardinal vein-derived endothelial cells migrating against the direction of blood flow to populate venous ISVs including the dorsal aspect where sprouts are formed. Here, venous-derived endothelium can co-exist with the artery-derived endothelium. With respect to the endothelial cells populating the dorsal part of vISVs, our data now reveal three different scenarios. The dorsal aspect can contain a mix of both artery and venous-derived endothelium (43%), only vein-derived endothelium (48%) or only artery-derived endothelium (8%). On loss of *flt1*, both artery- and vein-derived endothelium give rise to ectopic vISV sprouts. This prompts toward the concept that integration into the local venous ISV environment constitutes a permissive factor for sprouting, regardless of the endothelial origin.

*Flt1*^*ka601*^ mutants display ectopic sprouting in vISVs but not in aISVs, indicating that AV vessel identity or compartment-specific cues may be involved in the novel sprouting type described here. Notch is tightly linked to both AV vessel specification and sprouting, as Notch programs arterial identity and Notch signalling represses sprouting of arteries^25^,^45^. Lack of Notch associates with venous identity and Notch signalling is absent in venous ISVs (ref. 35). Interference with AV remodelling or Notch indeed affects sprouting numbers in *flt1*^*ka601*^. Inhibiting the remodelling of arterial ISVs into venous ISVs in *flt1*^*ka601*^, and thus creating a trunk vasculature that almost exclusively consists of aISVs, rescues ectopic hypersprouting. Conversely, promoting venous cell fate and creating a trunk that consists of vISVs by knock-down of *dll4* augments vascular branching in *flt1*^*ka601*^. Inhibiting Notch by endothelial expression of *DN-MAML* or pharmacological treatment with LY-411575 stimulate ectopic arterial sprouting in *flt1*^*ka601*^, without affecting venous sprout numbers. Thus active Notch signalling in arteries most likely accounts for the observed AV sprouting differences. We propose that the artery-derived endothelial cells that become incorporated in vISVs on AV remodelling are relieved from Notch and adopt a venous fate, enabling them to respond to changes in local Vegfaa.

Our data show that vISVs contribute to the vascularization of the spinal cord with Vegfaa-Kdrl signalling mediating vISV branching events. Interestingly, in other domains of the zebrafish trunk venous vasculature, endothelial cells are responsive to alternative signals. The Vegfc-Flt4 signalling pathway drives secondary venous sprouting from the PCV contributing to the formation of the lymphatic vasculature. BMP-Smad signalling has been shown to promote venous sprouting in the caudal vein plexus^54^. Furthermore, PCV-derived endothelial cells contribute to the formation of the gut vasculature^55^. Regeneration of the tail fin vasculature upon injury also starts from the venous side^56^. The concept emerging from these observations is that initiation of organ vascularization is initiated or proceeds from the venous vasculature. The mouse embryo coronary vasculature is vein-derived, and coronary arteries form by developmental reprogramming of venous endothelium^57^. Context-dependent heterogeneity in signalling mechanisms establishing venous branching, may allow versatile control of tissue vascularization in a spatio-temporal manner.

Using sFlt1 as a rheostat to control Vegfaa bioavailability, constitutes a means to regulate Vegfaa independent of *vegfaa* promoter activity, *vegfaa* mRNA or protein stability. We propose that this enables neurons to dynamically fine-tune the extent and onset of peri-neural vascular network formation and sprouting into the spinal cord. While the peri-neural network may serve to sustain growth of the developing nervous system, vessel sprouting into the spinal cord and relief of hypoxia has been associated with changes in neuronal stem cell metabolism, triggering differentiation events^53^. Therefore, untimely or excessive vascularization of the spinal cord is potentially harmful as it may promote premature stem cell differentiation and disrupt the carefully orchestrated neuronal specification process. We propose a two-tiered checkpoint mechanism involving sFlt1 and Vegfaa, requiring two decisions to guide vascularization, namely Vegfaa up- and sFlt1 downregulation, to protect neurons from harmful angiogenesis and oxygen variations during early stages on the one hand, and on the other hand to enable more mature neurons to attract sufficient vessels into the spinal cord after stem cell differentiation has been completed.

## Methods

### Ethics statement

Zebrafish husbandry and experimental procedures were performed in accordance with the German animal protection standards and were approved by the government of Baden-Württemberg, Regierungspräsidium Karlsruhe, Germany (Akz.: 35-9185.81/G-93/15).

### Transgenic lines

*Tg(fli1a:EGFP)^y1^, Tg(kdrl:hsa.-HRAS-mcherry)^s916^, TgBAC(flt1:YFP)^hu4624^, Tg(fli1a:nGFP)^y7^, Tg(Xla.Tubb:DsRed)^zf148^, Tg(kdrl:EGFP)^s843^, Tg(HuC:EGFP)^as8^, Tg(mnx1:GFP)^ml2^, Tg(flt1^enh^:tdTomato)^hu5333^, Tg(flt4:mCitrine)^hu7135^, Tg(kdrl:nlskikGR)^hsc7^, Tg(fli1a:myr-mcherry), TgBAC(pdgfrb:EGFP)* as well as *vhl^hu2114^* and *ptena^−/−^;ptenb^−/+^*mutants were used as published^39^,^44^,^58^,^59^,^60^,^61^.

### Morpholino injections

Morpholino antisense oligomers (MOs; Gene Tools) were prepared at a stock concentration of 1 mM according to the manufacturer. MOs were injected into the yolk of one-cell stage embryos. We used the *flt4* ATG MO, 5′-CTCTTCATTTCCAGGTTTCAAGTCC-3′ (4 ng), the *flt1* ATG MO, 5′-ATATCGAACATTCTCTTGGTCTTGC-3′ (1 ng or 3 ng), the *vhl* e1i1 splice MO 5′-GCATAATTTCACGAACCCACAAAAG-3′ (6 ng), the *vegfaa* ATG MO 5′-GTATCAAATAAACAACCAAGTTCAT-3′ (0.3 ng), the *dll4* MO 5′-TAGGGTTTAGTCTTACCTTGGTCAC-3′ (6 ng), and a control MO 5′-CTCTTACCTCAGTTACAATTTATA-3′ (10 ng) (refs 18, 26, 45, 51, 62).

### mRNA injection and generation of transgenic and mutant lines

For the generation of mutants 1 nl of a mixture containing 600 ng μl^−1^ capped and polyadenylated *Cas9-nls* mRNA and 50 ng μl^−1^ sgRNA was injected into one-cell stage embryos^63^. *Cas9* mRNA was produced by *in vitro* transcription from the MLM3613 plasmid using the mMessage mMachine T7 Ultra Kit (Ambion). The MLM3613 plasmid was a gift from Keith Joung (Addgene plasmid #42251). For the generation of transgenic lines 1 nl of a mixture of 12.5 ng μl^−1^ transposase mRNA and 25 ng μl^−1^ plasmid DNA was injected into one-cell stage embryos.

### Cell transplantations

Cell transplantations were performed using 3.5 hpf donor and host blastula-stage embryos. Approximately 50–100 cells were taken from the donor's animal pole and transferred close to the host's lateral marginal zone (for ECs) or slightly above for neuronal cells. Donors and hosts carried distinct neuronal and endothelial-specific reporters to identify the source of ECs and neurons within chimeras.

### Generating *flt1* mutants

The zebrafish *flt1* gene consists of 34 exons encoding membrane-bound *flt1* (*mflt1*) and a shorter soluble *flt1* (*sflt1*) form. *Soluble flt1* is generated through alternative splicing of *flt1* mRNA at the exon 10 - Intron 10 boundary (Supplementary Fig. 2a). To annihilate the production of both *mflt1* and *sflt1* and obtain *flt1* mutants, we targeted exon 3, using a CRISPR/Cas approach. We designed five sgRNAs targeting exon 3, encoding the extracellular Ig1 domain relevant for Vegfaa binding. Oligonucleotides containing the GG-N18 targeting sequence and overhangs were purchased from Eurofins (Ebersberg, Germany). The annealed oligos were ligated into DR274 which was a gift from Keith Joung (Addgene plasmid # 42250)^63^. The corresponding genomic region (surrounding exon 3) was amplified by PCR using primer pair Flt1_E3_gDNA_r and Flt1_E3_gDNA_f and indels were quantified with T7EI assay or direct Sanger sequencing of the PCR product as described (for primer sequences see Supplementary Table 6)^63^. The T7EI cleavage products of 211 and 249 bp were quantified using ImageJ. The *sgRNA*^*flt1E3*^ (Supplementary Table 4) with the highest cleavage rate (∼70%) was used to generate the *flt1* mutants. WT embryos were coinjected with sgRNA^flt1E3^ plus capped and polyadenylated *Cas9* mRNA. Four independent lines with frame shift mutations were investigated in more detail. The *flt1*^*ka601*^ (exon 3 -1nt allele), *flt1*^*ka602*^(exon 3 -5nt allele), flt1^*ka603*^(exon 3 +5nt allele) *and flt1*^*ka604*^(exon 3 -14nt allele) have a premature termination codon (PTC) resulting in a truncated protein devoid of a functional extracellular Vegfaa binding domain. Embryos carrying the mutation were raised and outcrossed to vascular and neuronal reporter lines (*Tg(kdrl:eGFP)*^*s843*^*, Tg(fli1a:eGFP)*^*y1*^*, Tg(fli1a:nGFP)*^*y7*^*, Tg(kdrl:hsa.HRAS-mcherry)*^*s916*^*, and Tg(Xla.Tubb:DsRed)*^*zf148*^).

### Generation of *mflt1-*specific mutants

To generate *mflt1* mutants we used a CRISPR/Cas approach and designed an sgRNA targeting E11b, the first specific *mflt1* exon^18^. In this scenario splicing of intron 10 and exon 11a relevant for generating *sflt1* mRNA remains unaffected. Oligos Flt1E11_O1_A_15 and Flt1E11_O2_A_15 were annealed and cloned into DR274 as described for *flt1* mutants. Founders were identified by PCR and subsequent Sanger sequencing, using primers Flt1E11A2386576F and Flt1E11A2386151R. We identified four frame shift mutants harbouring a PTC in exon 11b. *Flt1*^*ka605*^(exon 11b +28nt), *flt1*^*ka606*^(exon 11b +20nt), *flt1*^*ka607*^(exon 11b −1nt) and *flt1*^*ka608*^ (exon 11b −1nt and one mutation) *mflt1* mutants were outcrossed to *Tg(kdrl:EGFP)*^*s843*^ and *Tg(Xla.Tubb:DsRed)*^*zf148*^. All four *mflt1* mutants were phenotypically comparable and in this manuscript only the mflt1 mutant *flt1*^*ka605*^ is shown. All sgRNA sequences and oligos used for annealed oligo cloning into DR274 are listed in Supplementary Table 4,5.

### Generation of p5E entry clones

The NBT_tauGFP plasmid was a kind gift by Enrique Amaya. The 3.8 kb regulatory element derived from neural specific beta tubulin was removed from the NBT_tauGFP using SalI and HindIII and subcloned into SalI and HindIII digested and dephosphorylated *p5E_MCS* (ref. 64). The 1 kb flt1 enhancer/promoter fragment from the *pMiniTol2_flt1_ECR5a_pro_181_YFP* (ref. 39) construct was subcloned into *p5E_MCS* using KpnI and HindIII. The resulting plasmids were named p5E_ *Xla.Tubb-3.8 and p5E_flt1*^*enh*^.

### Generation of a universal p2A-GFP middle entry clone

To easily detect transgenic cells the *pME_eGFP* (#455) from the Tol2kit (ref. 64) was modified by site-directed mutagenesis PCR. The p2A sequence was added before the stop codon of GFP using *pME_eGFP* specific primer with 5′end extension coding for the p2A peptide and a SmaI restriction site just downstream of p2A for convenient subcloning (pME_eGFP_p2A_fw and pME_eGFP_p2A_rev primer).

### pME entry clones used for gain-of-function experiments

*pME_eGFP-p2A_SmaI* was digested with SmaI and XhoI. The inserts *vegfaa165*, *vegfC* and *sflt1* were amplified from zebrafish cDNA using primers vegfaa_p2A_fw/rev, vegfc_p2A_fw/rev and sflt1_p2A_fw/rev. The PCR products were digested with XhoI and gel purified. Vector and inserts were ligated following the manufactures instructions (NEB T4 DNA Ligase). The resulting plasmids were named *pME_eGFP-p2A_vegfaa165, pME_eGFP-p2A_vegfc* and *pME_eGFP-p2A_sflt1*.

### gal4ERt2 middle entry clone generation

To spatially and temporally regulate transgene expression an inducible gal4-ERT2 fusion protein was constructed. The Gal4 DNA binding domain was fused at its C-terminus with a mutant oestrogen ligand-binding domain ERT2 that carries a VP16-derived non-deleterious transactivation domain TA4 (ta4, 39 aa) at its C-terminus^65^. Among all possible sequential orders of domains, this arrangement was inferred to have a low background with a high induction rate^66^. A middle entry clone *pENTR/D-creERT2* was modified by replacing Cre recombinase domain (1,053 bp, flanked by NotI and XhoI sites at its 5′ and 3′ termini, respectively) with a PCR product encoding Gal4 DNA binding domain (1–146 aa) with Kozak sequence in the 5′ vicinity of the start codon. To replace the stop codon at the 3′ terminus of ERT2 domain with TA4 domain, a C-terminal half of a ERT2 domain (115–316 aa, flanked by in-frame NcoI at its 5′ terminus) was replaced with a PCR product encoding the C-terminal half of the ERT2 domain without a stop codon (115–315 aa) with in-frame AgeI site at its 3′ terminus. The AgeI site, and 3′ downstream EcoRI site were utilized to insert two synthetic double-stranded oligonucleotides encoding the TA4 domain and the stop codon.

### Generation of gateway expression clones

*pME_DN-MAML-eGFP* was kindly provided by Caroline Burns^47^. *p5E_flt1*^*enh*^, *pME_DN-MAML-eGFP* and p3E_polyA were recombined into *pDestTol2CG2* according to the manufacturer's instructions (Thermo Fisher, LR Clonase II plus). The resulting plasmid was named pCG2_flt1_ *DN-MAML-eGFP. p5E_Xla.Tubb-3.8, pME_eGFP-p2A_sflt1 and p3E_polyA* were recombined into *pDestTol2CG2* (*pCG2_Xla.Tubb-3.8_eGFP-p2A-sflt1*). *p5E_Xla.Tubb-3.8, pME_eGFP-p2A_sflt1* and *p3E_polyA* were recombined into *pDestTol2CG2 (pCG2_Xla.Tubb-3.8_eGFP-p2A-sflt1*). *p5E_elavl-3.2* (R.W., unpublished observations), *pME_gal4ERT2 and p3E_polyA* were recombined into *pDestTol2CG2 (pCG2_elavl-3.2_gal4-ERT2). p5E_flt1*^*enh*^*, pME_gal4ERT2 and p3E_polyA* were recombined into pDestTol2CG2 (*pCG2_ flt1*^*enh*^*_gal4-ERT2*).

### Generation of tissue-specific KO constructs

*pME-Cas9-T2A-GFP* and *pDestTol2pA2-U6:gRNA* were a gift from Leonard Zon (Addgene plasmid # 63156 and # 63155)^49^. *pDestTol2pA2-U6:gRNA*^*flt1E3*^ was generated by annealed oligo cloning. Oligos U6_flt1E3_1 and U6_flt1E3_2 were cloned into *pDestTol2pA2-U6:gRNA* following BseRI restriction digest. To drive *Cas9* expression specifically in neurons, the Gal4 driver construct *pCG2_Xla:Tubb-3.8_gal4ERT2* was generated by recombining *p5E_Xla.Tubb-3.8*, *pME_gal4ERT2*, *p3E_polyA* and *pDestTol2CG2*. To drive Cas9 expression specifically in endothelial cells, the Gal4 driver construct *pCG2_flt1*^*enh*^*_gal4ERT2* was generated by recombining *p5E_ flt1*^*enh*^*, pME_gal4ERT2, p3E_polyA* and *pDestTol2CG2*. For the Gal4 effector construct, *p5E_UAS, pME_cas9-t2a-eGFP* and *p3E_polyA* were recombined into *pDestTol2pA2-U6:sgRNA*^*flt1E3*^ (*pCG2_UAS_Cas9-t2A-eGFP_U6_gRNA*^*flt1E3*^).

### Tissue-specific *miR155-flt1-1-2-3* knockdown constructs

*sflt1* 3′UTR-specific miRNAs were designed using the BLOCK-IT RNAi Designer website (https://rnaidesigner.thermofisher.com/rnaiexpress/). To enhance miRNA effectiveness three sflt1 3′UTR-specific target sites with miRNA155 backbone were cloned in series. A fragment containing the three multiplexed miRNAs were synthesized by Eurofins Genomics and cloned into *641-pMER-GFP-miR155empty* and *641-pMER-DsRED-miR155empty* using restriction enzymes BamHI and XhoI^50^. The target sites are listed in Supplementary Table 7. The expression construct with *Xla.Tubb* or *flt1*^*enh*^ promoter was cloned using gateway cloning. *p5E_Xla.Tubb-3.8, 641-pMER-GFP-miR155-sflt1-1-2-3 and p3E_polyA* were recombined into pDestTol2CG2 (pCG2_Xla.Tubb_ *GFP-miR155-sflt1-1-2-3). p5E_flt1*^*enh*^*,641-pMER-DsRed-miR155-sflt1-1-2-3 and p3E_polyA* were recombined into *pDestTol2CG2* (*pCG2_flt1*^*enh*^*_DsRed-miR155-sflt1-1-2-3*).

### FACS

Approximately 500 embryos *Tg(mnx1:GFP)*^*ml2*^, *Tg(HuC:EGFP)*^*as8*^, *Tg(Xla.Tubb:DsRed)*^*zf148*^ or vhl MO injected *Tg(Xla.Tubb:DsRed)*^*zf148*^ embryos were dechorionated at 24 hpf using pronase (0.5 mg/ml). Cells were dissociated using FACSMax as recommended by the manufacturer. *Tg(mnx1:GFP)*^*ml2*^, *Tg(HuC:EGFP)*^*as8*^ embryos were dissociated and sorted at 24 hpf, control and *vhl* MO injected *Tg(Xla.Tubb:DsRed)*^*zf148*^ embryos were dissociated and sorted at 3 dpf. Dissociated cells were FACS sorted using BD-FACS-Aria I and Aria II. The sorted cells (∼0.5 × 10^6^ cells per experiment) were spun down at 310 g for 5 min and resuspended in lysis buffer contained in the RNeasy mini kit (Qiagen). RNA was extracted as described in the manual. Because of limited amounts of RNA the QuantiTect Whole Transcriptome Kit (Qiagen) was used to preamplify and reverse transcribe the RNA to make cDNA. cDNA was diluted 1:250 for real-time qPCR.

### Gene expression analysis by real-time qPCR and TaqMan

Total RNA of zebrafish embryos was isolated with TRIzol, purified with RNeasy mini kit (Qiagen) and quantity and quality were measured using an Agilent 2,100 Bioanalyzer (Agilent Technologies) according to the manufacturer's instructions. We performed DNase on-column digestion using RNase-free DNase Set (Qiagen) according to the manufacturer, followed by cDNA synthesis using the Thermoscript First-Strand Synthesis System (Thermo Fisher Scientific). Primer probe sets (FAM and TAMRA labels) were obtained from Thermo Fisher Scientific. Amplification was carried out using an ABI Prism 7,000 thermocycler (Applied Biosystems). qPCR was conducted with SYBR Green PCR Master Mix (Thermo Scientific) in a StepOnePlus real-time qPCR system (Applied Biosystems). Primers for real-time qPCR were ordered from Eurofins Genomics. Gene expression data were normalized against zebrafish elongation factor 1-alpha. Primers and probes are listed in Supplementary Table 1–3.

### RNA-seq library preparation and sequencing

Zebrafish RNA was isolated and purified from 4 dpf zebrafish larvae using TRIzol and RNeasy mini kit (Qiagen) as recommended by the manufacturers. A cDNA library was generated using the TruSeq Ilumina RNA sample prepv2 kit according to the manufacturer's protocol. The cDNA library was sequenced on a HiSeq2000 according to the manufacturer's protocols (Illumina).

### Identification of differentially expressed genes

Raw sequencing reads were mapped to the transcriptome and the zebrafish reference genome (GRCz10 danRer10) using Bowtie2.0 and TopHat 2.0 (ref. 67). On average 44,490,573 reads (81,6% of total reads) were assigned to genes with Cufflinks and HTSeq software package. 

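In the deposited count table, reads counted on a transcript made up 30.8% to 34.8% of the reads that HTSeq placed at a single position, with a mean of 12012244 ± 1739681 reads per sample (SD, n = 6). A further 20.0% to 23.1% were ambiguous between transcripts, and 43.5% to 46.8% fell on no annotated feature. With the ambiguous reads the mean was 20131887 per sample, and with those on no feature as well it was 36905609. HTSeq also reports between 30406517 and 52587271 alignments per sample that were not unique. The ambiguous class bears most on genes with several overlapping transcripts, because their shared reads enter no count. Between 31603 and 32835 transcripts had at least 1 read in a sample.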

Differentially expressed genes (control vs. mutant) were identified using DESeq and Cuffdiff^67^,^68^. 

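Of the 450 transcripts with an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and at least a 2-fold change, 320 are in the authors' deposited DESeq table, 109 in their deposited Cuffdiff table, 89 in both and 110 in neither. The authors' deposited DESeq table holds 359 transcripts, 204 higher and 155 lower in mutants, and its largest adjusted p is 0.0491. The authors' deposited Cuffdiff table holds 158 transcripts, 76 higher and 82 lower, and its largest q-value is 0.0496, so that the threshold of 0.05 in both tables lies on the adjusted value. The authors' deposited tables share 93 transcripts, 52 higher and 41 lower, with 0 in opposite directions. Of these 93, the edgeR filter kept 91, and 90 had an unadjusted p under 0.05 and at least a 2-fold change in the same direction in the edgeR test. With the unadjusted p in place of the adjusted one, the edgeR test called 381 transcripts higher and 250 lower. As a check of the sample labels, the mean counts of each genotype were recomputed with size factors for 342 transcripts of the authors' deposited DESeq table, and they differed from the deposited means by at most 1.1e-07%.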

Genes were defined as differentially expressed if ≥2 fold significantly regulated (*P*<0.05) with two independent methods (DEseq and Cuffdiff).

### Zebrafish histological sectioning

Dechorionated larvae were fixed in 4%PFA for 2 h and subsequently transferred to 20% DMSO/ 80% Methanol and incubated overnight at −20 °C. Larvae were then washed in 100 mM NaCl, 100mMTris-HCl, pH7.4 for 30 min at room temperature. Washed larvae were embedded in gelatin from cold water fish skin/sucrose (Sigma). Larvae were sectioned (20 μm) in a cryomicrotome.

### Inhibitor treatments

All stock solutions were prepared in DMSO. Embryos were dechorionated at 24 hpf using Pronase (Roche, Basel, Switzerland). For Notch signalling inhibition embryos were incubated from 2 dpf with 10 μM of LY-411575 (Sigma, St Louis, MO, USA) and imaged at 3 dpf. For VEGFR2 and VEGFR3 inhibition embryos were treated with 25 μM MAZ51 (Merck Millipore, Billerica, Massachusetts, USA) from 2.5 dpf or from 3 dpf with 0.125 μM ki8751 (Sigma, St Louis, MO, USA) and imaged at 4 dpf. To inhibit PI3K/Akt signalling embryos were incubated with 1.25 μM wortmannin from 3 dpf and imaged at analysed at 4 dpf. Heartbeat was blocked using 15 mM 2,3-Butanedione 2-monoxime (BDM) dissolved in E3 media. Control embryos were mock treated with DMSO (Sigma, St Louis, MO, USA). Embryos were randomly assigned to experimental groups. Investigators were blinded to inhibitor treatment.

### Photoconversion of kikGR and migration tracking

Dechorionated embryos were embedded in 0.7% low-melting agarose at 30 hpf and a small part of the posterior cardinal vein of *Tg(kdrl:nlskikGR)*^*hsc7*^ transgenics was converted for several seconds using UV-light with the smallest available field diaphragm of the Leica Sp8 confocal microscope. Subsequently embryos removed from the agarose and allowed to develop in E3 medium until imaging or were immediately used for time-lapse imaging.

### Gal4ERT2 endoxifen activation

Endoxifen (Sigma) was solved in DMSO. Zebrafish embryos expressing Gal4ERT2 were incubated from 52 hpf onwards in 0.5 μM endoxifen in E3 medium in the dark. GFP positive cells could be observed approximately 1.5 h after induction.

### Vascular network analysis

To assess sprout number and length, we developed a semi-automated analysis of the DLAV-ISV vessel network using ImageJ (Supplementary Fig. 1n). Image-stacks of ISVs were acquired using the Leica SP8 confocal microscope. Stack projections of one side of the trunk were generated. Dorsal region of the ISVs was used for analysis. Using ImageJ a Gaussian blur filter was applied followed by a black/white threshold and subsequent skeletonization to generate a skeleton of the vasculature. Segment number, branch point number and total branch length were calculated using the ‘analyse skeleton' plugin. The semi-automated pipeline was applied for analysis of 4 dpf vascular networks, while sprout numbers in 2–3 dpf zebrafish embryos were counted manually.

### Imaging

Zebrafish larvae were embedded in 0.7% low-melting agarose with 0.112 mg ml^−1^ Tricaine (E10521, Sigma) and 0.003% PTU (P7629, Sigma) in glass bottom dishes (MatTek, P35G-0.170-14-C). Images presented in this study were acquired using a Leica SP8 confocal microscope with × 20 multi-immersion and × 40 water immersion objectives and LAS X software. Images were processed using ImageJ. Vascular branching was quantified using a semi-automated ImageJ pipeline (Supplementary Fig. 1n). Animal numbers used are indicated in figure legends. For zebrafish mutants more than 100 embryos per genotype were analysed. In morpholino experiments morphologically malformed embryos were excluded from analysis.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 6. Each dataset was tested for normal distribution (D'Agostino and Pearson test). Parametric method (unpaired Students *t*-test) was only applied if the data were normally distributed. For non-normal distributed data sets, a non-parametric test (Mann Whitney *U* test) was applied. When appropriate in case of multiple comparisons, ANOVA plus Bonferroni correction was applied. *P* values <0.05 were considered significant. Data are represented as mean±s.e.m., unless otherwise indicated. *P<0.05, ^**^P<0.01 and ^***^P<0.001.

### Data availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information files or from the corresponding author on reasonable request. The RNA-seq data generated in this study has been deposited into the Gene Expression Omnibus database with the accession code http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE89350.

## Additional information

**How to cite this article:** Wild, R. *et al*. Neuronal sFlt1 and Vegfaa determine venous sprouting and spinal cord vascularization. *Nat. Commun.* **8,** 13991 doi: 10.1038/ncomms13991 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures, Supplementary Tables.

Supplementary Movie 1 3D-rendering of vessels and nerves. 3D-rendered view of blood vessels (green) and nerves (blue) in *Tg(kdrl:EGFP)*^s843^; *Tg(XIa.Tubb:DsRed)*^zf148^ embryo at 4dpf.

Supplementary Movie 2 Angiogenic cell behaviors in flt1^ka601^. Time-lapse imaging of ectopic vessel sprouting in flt1^ka601^ full mutant in Tg(fli1a:nEGFP)^y7^; Tg(kdrl:has.HRASmCherry)^s916^ background. Vessels in red, endothelial cell nuclei in green. White arrowhead indicates developing sprout. Pink arrowhead indicates the corresponding endothelial cell nucleus. Sprout emanates from the dorsal aspect of the intersegmental vein at the level of the neural tube, and anastomoses with adjacent intersegmental vessel. Developmental stage and scale bar are indicated (bottom left and right corner respectively). Scale bar represents 20μm.

Supplementary Movie 3 Angiogenic cell behaviors in flt1^ka601/+^. Time-lapse imaging of angiogenic cell behavior in flt1^ka601/+^ heterozygous mutant in Tg(fli1a:nEGFP)^y7^; Tg(kdrl:has.HRAS-mCherry)^s916^ background. Vessels in red, endothelial cell nuclei in green. White and pink arrowheads indicate hyperactive endothelial cells and filopodia extensions. Developmental stage and scale bar are indicated (bottom left and right corner respectively). Scale bar represents 20μm.

Supplementary Movie 4 Angiogenic cell behaviors in WT. Time-lapse imaging of endothelial cell behavior in WT sibling in Tg(fli1a:nEGFP)^y7^; Tg(kdrl:has.HRASmCherry)^s916^ background. Vessels in red, endothelial cell nuclei in green. Developmental stage and scale bar are indicated (bottom left and right corner respectively). Scale bar represents 20μm.

Supplementary Movie 5 Origin of vISV endothelial cells. Endothelial cell tracking in Tg(kdrl:nlsKikGR)^hsc7^ embryo upon photo-switching at 30hpf. At 30hpf, a small part of the posterior cardinal vein (PCV) was photo-converted by exposure to UV light. Photo-converted PCV derived cells express red-kikGR; all endothelial cells express green-kikGR. Arrowheads indicate PCV derived endothelial cells migrating into intersegmental vessels up until the dorsal lateral anastomotic vessel. Developmental stage indicated in bottom right corner. Scale bar represents 20μm.

Peer Review File

## Figures and Tables

**Figure 1:**
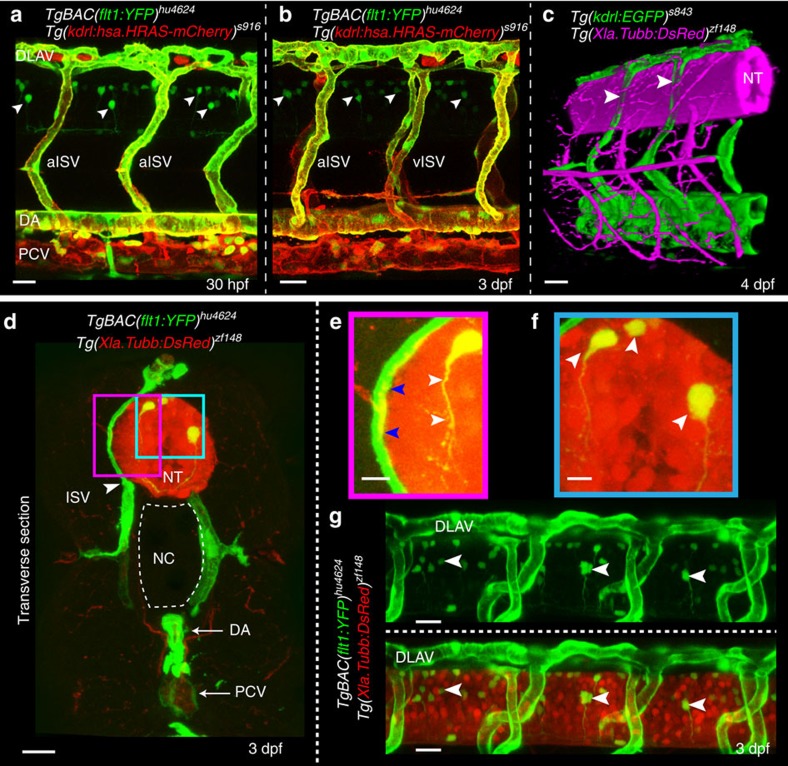
Expression of Vegf receptors and ligands at the neurovascular interface. (**a**,**b**) Double transgenic embryos *TgBAC(flt1:YFP)*^*hu4624*^*; Tg(kdrl:hsa.HRAS-mcherry)*^*916*^ at 30 hpf and 3 dpf shows *flt1* expression (green) in dorsal aorta, arterial ISV and dorsal aspect of venous ISV (3 dpf) and neurons (arrowheads). (**c**) 3D-rendered view of vessels (green) and nerves (purple) in *Tg(kdrl:EGFP)*^*s843*^*;Tg(XIa.Tubb:DsRed)*^*zf148*^ embryos highlighting dorsal aspect of ISVs (arrowheads) in close contact to the neural tube (NT). (**d**) Transverse section of the trunk of *TgBAC(flt1:YFP)*^*hu4624*^*;Tg(XIa.Tubb:DsRed)*^*zf148*^ embryos shows that ISVs (green, arrowhead) and neural tube (NT, red) are in close contact. Dorsal is up. (**e**) Magnified view of purple-boxed area in (**d**), showing direct contact of vessels with nerves at the neurovascular interface (blue arrowheads) and *flt1* expressing neurons with long axonal extensions in the neural tube (white arrowheads). (**f**) Magnified view of blue-boxed area in (**d**) showing *flt1* expressing neurons (arrowheads) and their axons inside neural tube (red). (**g**) Lateral view of *TgBAC(flt1:YFP)*^*hu4624*^*; Tg(Xla.Tubb:DsRed)*^*zf148*^ at the level of the neural tube showing *flt1* expressing neurons (arrowheads) in neural tube. DA, dorsal aorta; dpf, days post fertilization; DLAV, dorsal longitudinal anastomotic vessel; hpf, hours post fertilization; ISV, intersegmental vessel; NC, notochord; NT, neural tube; PCV, posterior cardinal vein. Scale bar, 30 μm in **a–d**,**g**; 10 μm in **e**,**f**.

**Figure 2:**
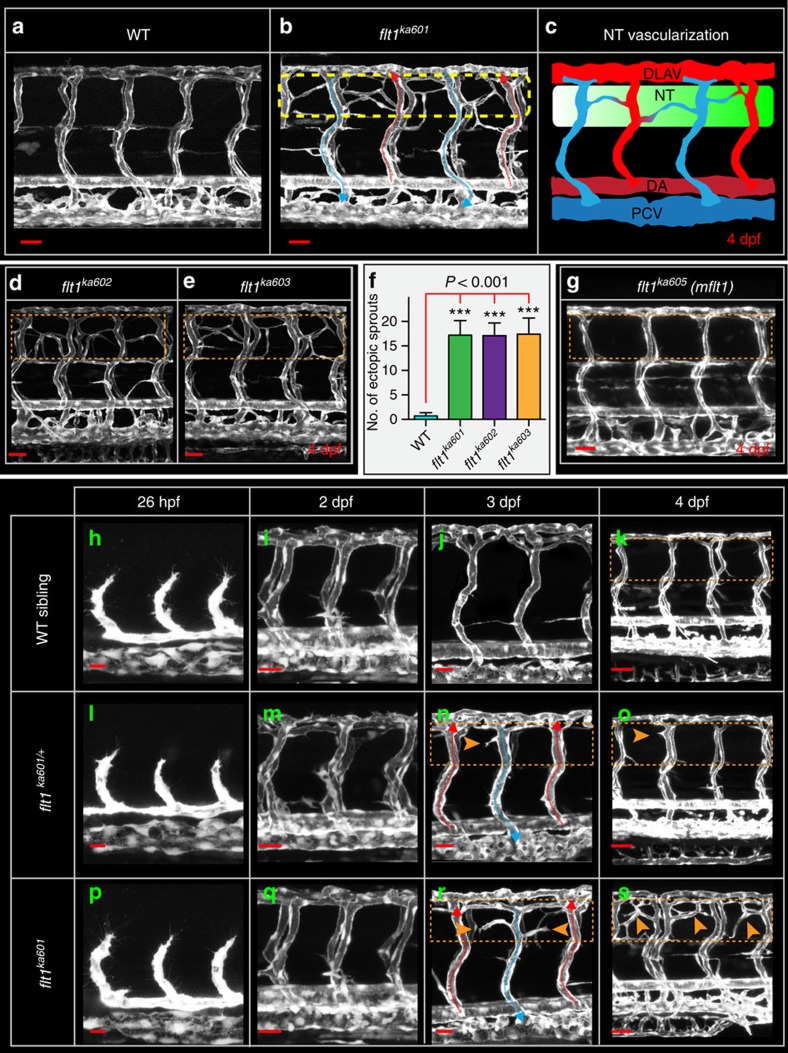
*Flt1* mutants develop hyper-branched vascular networks at the level of the neural tube. (**a**) Trunk vasculature in 4 dpf WT sibling, (**b**) trunk vasculature in 4 dpf *flt1*^*ka601*^ mutant, in *Tg(kdrl:EGFP)*^*s843*^ background. Perfused aISVs with red arrow, veins with blue arrow. Note the extensive amount of hyper-branching (dotted box) at the level of the neural tube. (**c**) Schematic representation of hyper-branching phenotype along the neural tube; ectopic vessels make anastomosis between vISV (blue) with aISVs (red). (**d**) Hyper-branching (dotted box) is also observed in *flt1*^*ka602*^ and (**e**) *flt1*^*ka603*^ mutants. (**f**) Quantification of hyper-branching for indicated mutant alleles. Mean±s.e.m., *n=10* per group, ANOVA. (**g**) Membrane-bound *flt1* mutant (*flt1*^*ka605*^) without vascular phenotype (compare dotted box in **g**, with control in **a**). (**h**–**k**) Trunk vascular network in WT embryos at indicated time points. (**l**–**o**) Trunk vasculature in *flt1*^*ka601 /+*^ embryos at indicated time points. (**p**–**s**) Trunk vasculature in *flt1*^*ka601*^ embryos at indicated time points. Arrowheads indicate ectopic branches. DA, dorsal aorta; PCV, posterior cardinal vein; DLAV, dorsal longitudinal anastomotic vessel; NT, neural tube; hpf, hours post fertilization; dpf, days post fertilization. Scale bar, 50 μm in **a**,**b**,**d**,**e**,**g**,**i**,**m**,**q**,**k**,**o**,**s**; 25 μm in **h**,**l**,**p**,**j**,**n**,**r**.

**Figure 3:**
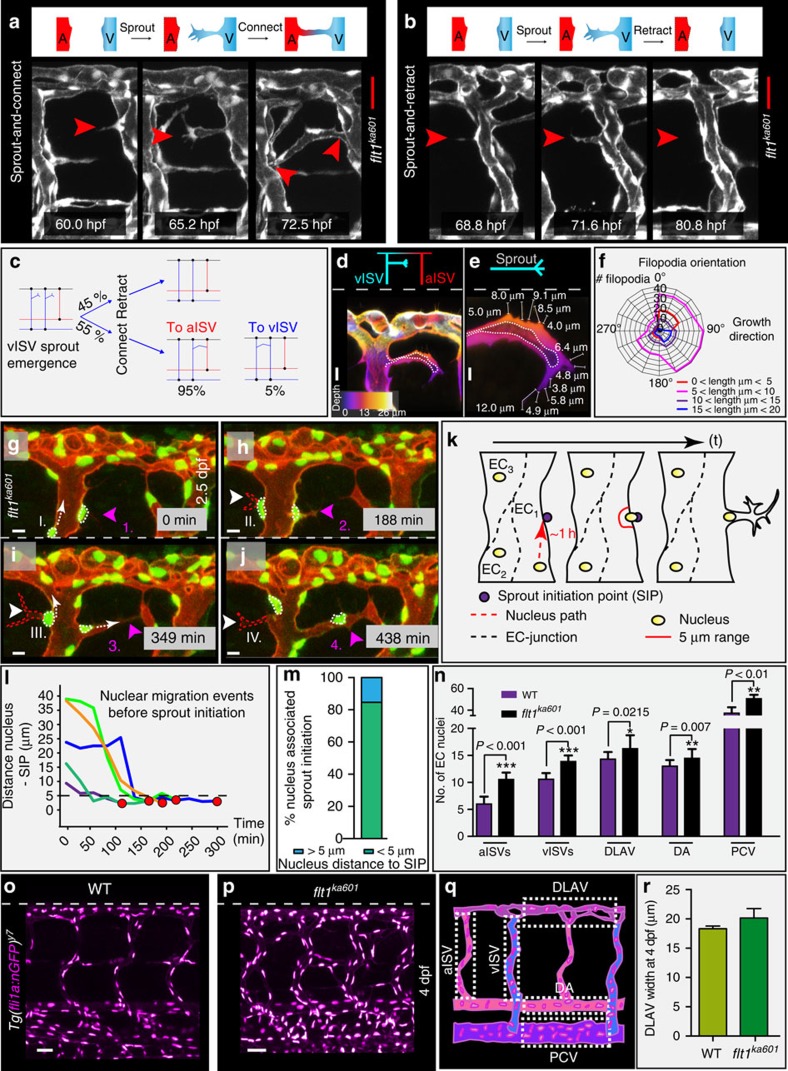
Imaging and quantification of sprouting kinetics in *flt1*^*ka601*^ mutants. (**a**) Time lapse imaging of sprout initiation and anastomosis formation in *flt1*^*ka601*^ mutant. Sprout initiation (60.0 hpf), elongation (65.2 hpf) and connection-anastomoses (72.5 hpf) with adjacent aISV. (**b**) Time lapse imaging of sprout initiation and retraction in *flt1*^*ka601*^ mutant. Endothelial cells produce filopodia (68.8 hpf), extend a sprout (71.6 hpf), which subsequently retracts (80.8 hpf). (**c**) Quantification of data in (**a**,**b**) showing % of sprouts retracting (top part, 45%) or connecting (bottom part, 55%) to adjacent ISVs. In the latter scenario sprouts in 95% of cases connected to aISV (red) and in 5% of cases to vISV (blue). Angiogenic behaviour was analysed in time-lapse confocal movies, *n=20* embryos. (**d**–**f**) Filopodia directionality and length in *flt1*^*ka601*^ mutants (*n=*10 embryos, *n=*920 filopodia). (**g**–**j**) Time lapse imaging of endothelial nuclei in *Tg(fli1a:nGFP)*^*y7*^*; Tg(kdrl:hsa.HRAS-mcherry)*^*s916*^ showing association between nuclear position and sprouting initiation point (SIP). Note that sprouts arise in close proximity to the position of the nucleus. Arrowheads indicate sprouts; nuclei at indicated time points (sprout initiation with actively migrating nucleus towards SIP I, II, III, IV and nucleus already located at SIP 1,2,3,4). (**k**) Schematic representation of nuclear position with respect to SIP. (**l**,**m**) Quantification of observations in **g**–**j**. Red dot indicates sprout initiation time point. Note that sprouting preferentially occurs when endothelial nuclei are within less than 5 μm from SIP (SIP below dotted line in (**l**)). *n=*5 (**l**) and *n=*13 (**m**). (**n**–**q**) Quantification of EC nuclei in aISV, vISVs, DLAV, DA and PCV of WT and *flt1*^*ka601*^ embryos at 4 dpf; mean±s.e.m., *t*-test, *n=*21 embryos per genotype. (**r**) Quantification of DLAV width in WT and *flt1*^*ka601*^ mutant, *n=*9 embryos per genotype. A, artery; aISV, arterial intersegmental vessel; DA, dorsal aorta; DLAV, dorsal longitudinal anastomotic vessel; EC, endothelial cell; PCV, posterior cardinal vein; SIP, sprout initiation point; V, vein; vISV, venous intersegmental vessel. Scale bar, 30 μm in **a**,**b**; 10 μm in **d**,**e**,**g**–**j**; 50 μm in **o**,**p**.

**Figure 4:**
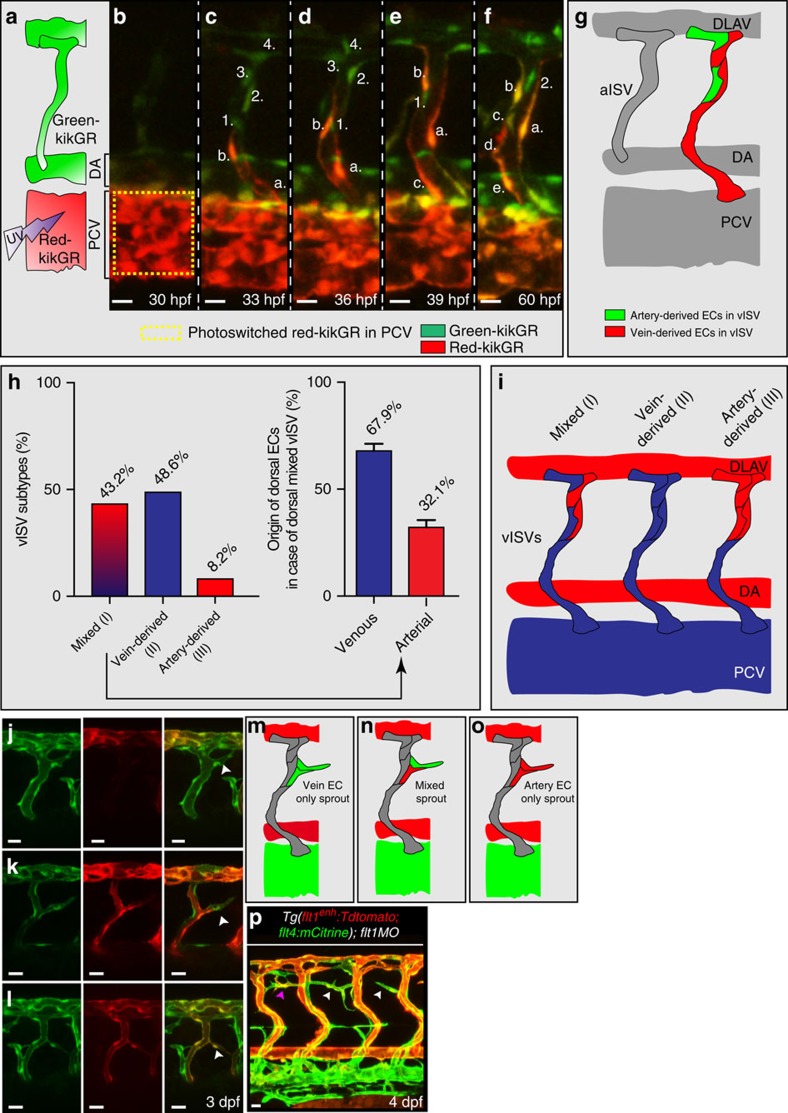
Arterial and venous-derived endothelial cells populate the dorsal part of venous ISV and contribute to sprouting upon loss of *flt1*. (**a**) Endothelial cell tracking in *Tg(kdrl:nlsKikGR)*^*hsc7*^ embryos. Photo-converted PCV-derived venous endothelial cells express red-kikGR. (**b**–**f**) Endothelial cell tracing during 30–60 hpf, showed that PCV-derived endothelium, indicated in red & labelled a,b,c,d,e, migrated along the ISV, from ventral to dorsal up to the most dorsal part of vISVs (cell labelled b). Pre-existing arterial endothelial cells in ISV, in green and labelled 1,2,3,4, shows artery-derived ECs in the dorsal part of vISVs (cell labelled 2) adjacent of PCV-derived EC (cell labelled **b**,**a**). (**g**) Schematic representation of the scenario imaged in **b**–**f**. (**h**) Left panel: Identity analysis of endothelial cells in the dorsal part of vISV revealed three different scenarios: (I) mixed, both arterial and venous-derived endothelium were present, (II) only vein-derived endothelium, (III) only artery-derived endothelium. (*n*=10 experiments & 6ISVs/embryo). Right panel: % of artery and vein-derived endothelium in the mixed population scenario. (**i**) Schematic representation of the three identity scenarios in dorsal part of vISV. Arterial derived EC in red, venous-derived EC in blue. (**j**–**l**) Ectopic sprouting scenarios in *flt1* morphants in *Tg(flt1*^*enh*^*:Tdtomato; flt4:mCitrine), n=*6 embryos. (**j**) Ectopic venous sprout devoid of *flt1*^*enh*^ expressing artery-derived EC (arrowhead). (**k**) Ectopic venous sprout (arrowhead) containing both arterial and venous-derived ECs; the *flt1*^*enh*^ expressing artery-derived EC is juxtaposed to the venous-derived cell at the tip (arrowhead). (**l**) Ectopic venous sprout only containing *flt1*^*enh*^ expressing artery-derived ECs; *flt1*^*enh*^ (red) and *flt4* (green) were expressed by the same cell which appears in yellow (arrowhead). (**m**–**o**) Schematic representation of the three ectopic venous sprouting scenarios. (**p**) Ectopic sprouting upon loss of *flt1* in *Tg(flt1*^*enh*^*:Tdtomato; flt4:mCitrine)* (representative of 5 embryos). *Flt1*^*enh*^ positive sprouts (pink arrowhead) and sprouts devoid of *flt1*^*enh*^ (white arrowhead). MO, *flt1* morpholino, 1ng. aISV, arterial intersegmental vessel; DA, dorsal aorta; DLAV, dorsal longitudinal anastomotic vessel; PCV, posterior cardinal vein; vISV, venous intersegmental vessel. Scale bar, 20 μm in **j**–**l**, 10 μm in **b**–**f**,**p**.

**Figure 5:**
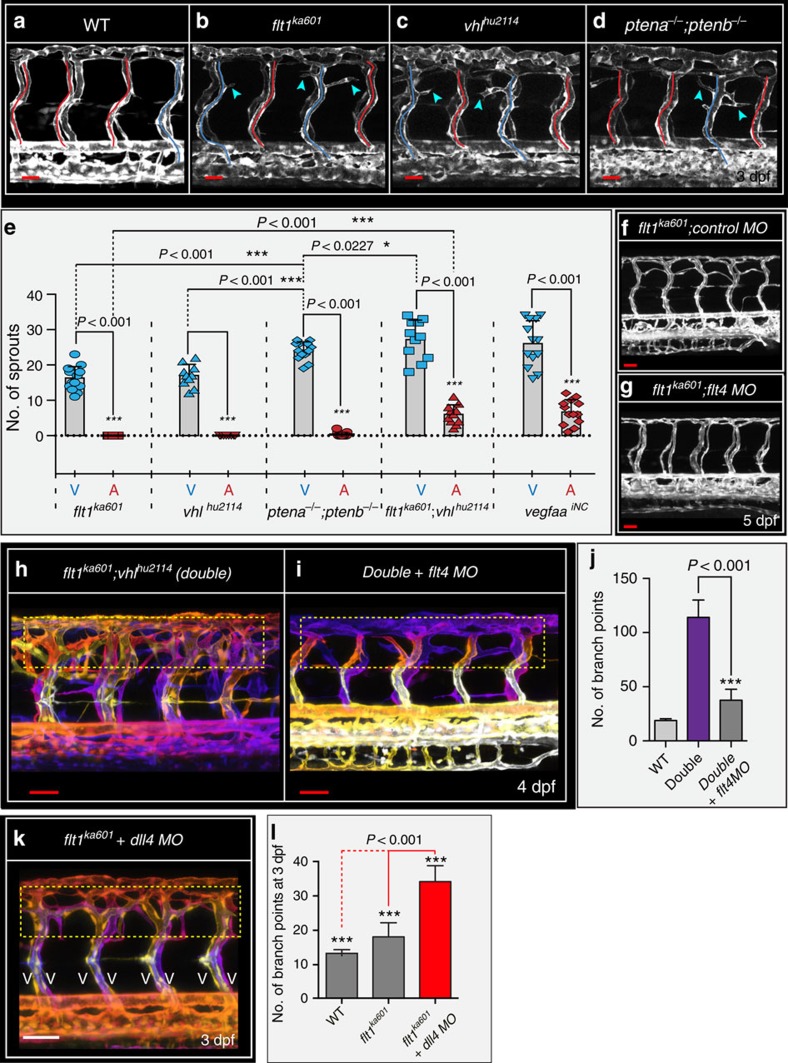
*flt1*^*ka601*^ mutants and *vegfaa* gain-of-function scenarios promote ectopic venous sprouting. (**a**–**d**). Trunk vasculature at 3 dpf in WT (**a**), *flt1*^*ka601*^ (**b**), *vhl*^*hu2114*^ (**c**) and *ptena*^*−/−*^*;ptenb*^*−/−*^ double mutants (**d**) in *Tg(kdrl:EGFP)*^*s843*^ background. Note ectopic sprouts originate from vISVs (blue arrowheads) in mutants. aISVs indicated in red, vISVs in blue. (**e**) Quantification of ectopic sprouting in indicated mutants and inducible neuronal-specific *vegfaa* gain-of-function. In all models ectopic sprouting preferentially occurs in veins, mean±s.e.m., *n=*10-13/per group, *t*-test. (**f,g**) *flt1*^*ka601*^ mutants show hyper-branching and knockdown of *flt4* in *flt1*^*ka601*^ mutant rescues hyper-branching; *n*=21 embryos per group. (**h,i**) Knockdown of *flt4* in *flt1*^*ka601*^*; vhl*^*hu2114*^ double mutants (double) rescues hyper-branching; compare yellow dotted box in **h**,**i**. The position of vessels is colour-coded. Note: on loss of *flt4* the trunk vasculature consists almost exclusively of aISV. (**j**) Quantification of **h**,**i**. Mean±s.e.m., *n=*12 embryos per group, *t*-test. (**k,l**) Loss of *dll4* in *flt1*^*ka601*^ mutants augments ectopic branching compared with untreated *flt1*^*ka601*^ mutants. Note: on loss of *dll4* the trunk vasculature consists almost exclusively of vISV; *n*=11 embryos per group, *t*-test. aISV, intersegmental artery; MO, morpholino; vISV, intersegmental vein. Scale bar, 30 μm in **a**–**d**,**f**; 50 μm in **f**–**i**,**k**.

**Figure 6:**
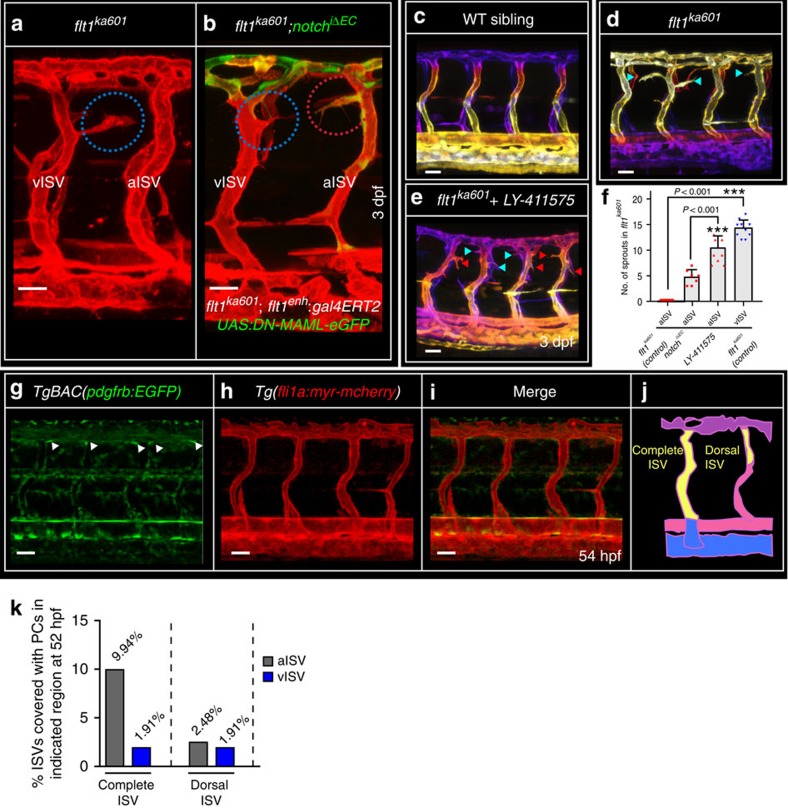
Notch inhibits ectopic arterial sprouting in *flt1*^*ka601*^ mutants. (**a**), *flt1*^*ka601*^ mutants show ectopic venous sprouts (blue circles), but no arterial sprouts. (**b**) Inhibiting arterial Notch by endoxifen-induced arterial ISV-specific expression of dominant negative *MAML-eGFP* (Notch ^iΔEC^) at 52 hpf under control of the *flt1*^*enh*^ promoter in *flt1*^*ka601*^ mutant results in the emergence of ectopic arterial sprouts (red circles); representative image from 7 experiments. (**c**–**e**) Trunk vasculature of WT (**c**), *flt1*^*ka601*^(**d**) and *flt1*^*ka601*^ treated with Notch inhibitor LY-411575 (**e**). LY-411575 was added at 2 dpf. Note the emergence of ectopic arterial sprouts upon LY-411575 treatment. (red arrowhead: arterial sprout; blue arrowhead: venous sprout). (**f**) Quantification of experiments in (**a**–**e**), mean±s.e.m., *n=*7 for Notch^iΔEC^*, n*=10 for LY-41157 treatment, *n=*10 for *flt1*^*ka601*^; *t*-test. (**g**–**i**) Imaging of pericytes in *TgBAC(pdgfrb:EGFP);Tg(fli1a:myr-mcherry)* double transgenic at 54 hpf. (**j**) Schematic representation of pericyte number counting in ISVs as performed in (**k**). (**k**) Quantification of pericyte recruitment in aISVs and vISVs at 54 hpf. (*n*=246 ISVs from 14 embryos). ISV, intersegmental artery; Notch ^iΔEC^, inducible ISV-specific loss of Notch; vISV, intersegmental veina. Scale bar, 25 μm in **a**–**e**,**g**–**i**.

**Figure 7:**
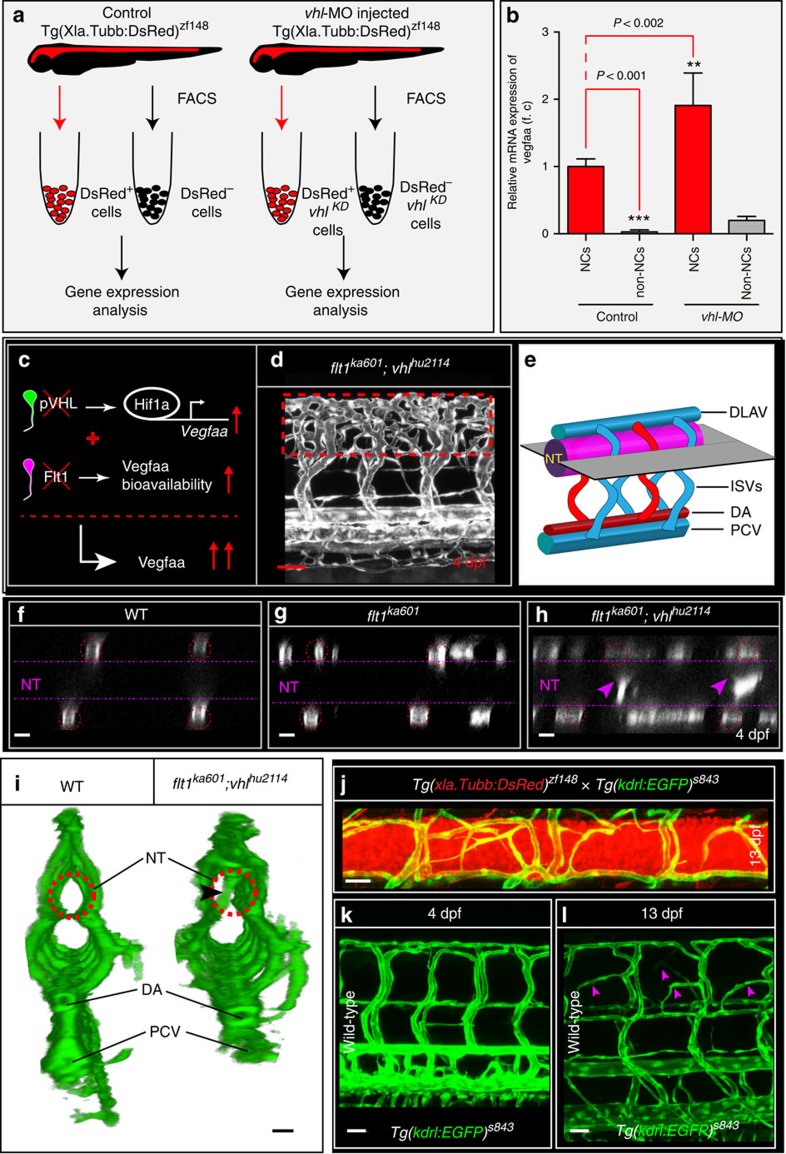
Neurons are a major source of Vegfaa and attract sprouting vessels. (**a**) FACS procedure for obtaining neuronal cells in control and *vhl* morphants using *Tg(Xla.Tubb:DsRed)*^*zf148*^ neuronal reporter embryos. (**b**) Quantification of *vegfaa* expression using real-time qPCR in FAC-sorted cell populations at 3 dpf. Note that neuronal cells expressed significantly more *vegfaa* than non-neuronal cells. Loss of *vhl* promoted neuronal *vegfaa* expression. Mean±s.e.m., *n=*3 separate experiments in triplicate (two-way ANOVA). (**c**) Schematic representation: loss of *vhl* augments *vegfaa* transcription, loss of *flt1* augments Vegfaa bioavailability; combining both mutants augments Vegfaa bioavailability above single mutant level. (**d**) Trunk vasculature in *flt1*^*ka601*^*;vhl*^*hu2114*^ double mutants at 4 dpf. Note the severe hyper-branching at the level of the neural tube, red-dotted box. (**e**) Schematic representation of optical section (shown in **f**–**h**) through the neural tube and associated trunk vasculature. (**f**–**h**) Dorsal view on optical section through WT (**f**), *flt1*^*ka601*^ (**g**) and *flt1*^*ka601*^*;vhl*^*hu2114*^ double mutants (**h**). Note invasion of sprouts into the neural tube in double mutants (arrowheads in **h**). Red circle indicates position of ISVs, dotted line neural tube boundary. (**i**) Transverse 3D-rendered view of vasculature (green) through the trunk in WT (left panel) and *flt1*^*ka601*^*;vhl*^*hu2114*^ double mutants (right panel); note vessels penetrating the neural tube in mutant (compare vessel in dotted circle right panel, arrowhead; such vessels are absent in WT left panel; representative image from 3 separate experiments). (**j**) Representative image of spinal cord vascular network in *Tg(xIa.Tubb:DsRed)*^*zf148*^*; Tg(kdrl:EGFP)*^*s843*^ double transgenic at 13 dpf. (**k**,**l**) Comparison of trunk vasculature in WT at 4 dpf (**k**) and at 13 dpf (**l**); note the emergence of ectopic branches (pink arrowheads) at level of the spinal cord. DA, dorsal aorta; f.c. fold change; KD, knockdown; NT, neural tube; NC, neuronal cell; PCV, posterior cardinal vein. Mutants are in *Tg(kdrl:EGFP)*^*s843*^ background. Scale bar, 50 μm in **d**; 25 μm in **f**–**l**.

**Figure 8:**
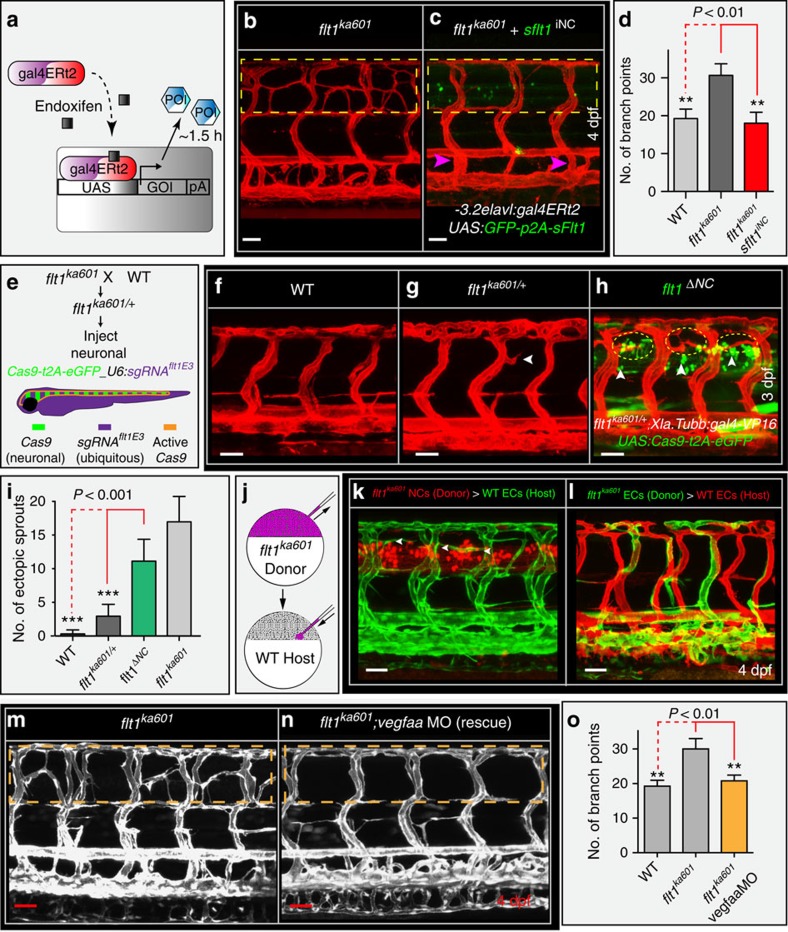
Neuronal Flt1 regulates vascular branching by titrating neuronal Vegfaa. (**a**) Schematic representation of endoxifen inducible gain-of-function approach in zebrafish. In the present situation Gal4 is under the control of neuron-specific promoters *elavl* or *XIa.Tubb*. Expression can be observed within 1.5 h upon endoxifen application. (**b**) Hyper-branching in *flt1*^*ka601*^ mutants (dotted box). (**c**) Endoxifen inducible neuron-specific *sflt1* gain-of-function rescues hyper-branching in *flt1*^*ka601*^ mutants; compare dotted box in c and b. Purple arrowheads indicate vISVs; endoxifen was applied at 52 hpf. (**d**) Quantification of rescue in (b,c), mean±s.e.m, *n=*15-19 embryos per group. (**e**) Approach for generating a neuron-specific *flt1* mutant. Cas9 was expressed under control of neuronal promoter *Xla.Tubb*; sgRNA was expressed ubiquitously, resulting in Cas9 activity in neuronal cells only (domain marked by orange border). Heterzygous *flt1*^*ka601/+*^ were used to facilitate biallelic knockout. (**f**–**h**) Neuron-specific loss of *flt1* (*flt1*^*ΔNC*^) induces ectopic sprouting (**h**), sprouts in yellow dotted ellipse, arrowheads indicate neuronal cells with Cas9 expression. (**i**) Quantification of ectopic sprouting for indicated genotypes. Note that neuron-specific loss of *flt1* significantly augments ectopic sprouting (green bar) mean±s.e.m, *n=*16 embryos per group, *t*-test. (**j**–**l**) Transplantation of *flt1* mutant neuronal cells (**k**) and endothelial cells (**l**) into WT. Note: transplantation of *flt1* mutant neuronal cells induced sprouting (k, arrowheads); 9 out of 12 neuronal cell transplantations resulted in sprout formation. In all 10 endothelial cell transplantations, sprouts were absent (**l**). (**m**,**n**) Low dose morpholino-mediated reduction of *vegfaa* expression in *flt1*^*ka601*^ mutants rescues sprouting defects; compare dotted box in (**m**,**n**). (**o**) Quantification of rescue in (m,n), mean±s.e.m., *n*>5 per group, *t-*test. DA, dorsal aorta; PCV, posterior cardinal vein; DLAV, dorsal longitudinal anastomotic vessel; NT, neural tube. GOI, gene of interest; POI, protein of interest; iNC, inducible, neuronal cell specific gain-of-function; ΔNC, neuron-specific loss of *flt1*; MO, morpholino. Scale bar, 50 μm in **b**–**h**,**m**,**n**; 25 μm in **k**,**l**.

**Figure 9:**
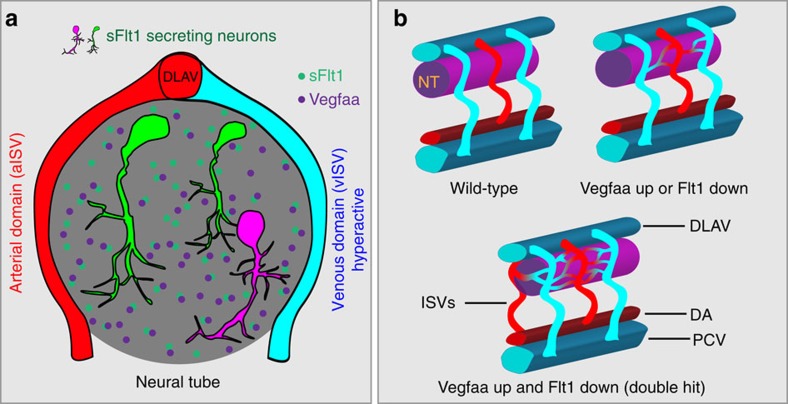
Schematic representation of neurovascular communication involving neuronal sFlt1-Vegfaa and sprouting from intersegmental veins. (**a**) Spinal cord neurons produce both sFlt1 and Vegfaa in close proximity to the dorsal aspect of intersegmental arteries and veins. (**b**) Schematic representation of vascularization around the neural tube in WT (top left), *flt1*^*ka601*^ single mutant or *vhl*^*hu2114*^ single mutant (top right), and *flt1*^*ka601*^*;vhl*^*hu2114*^ double mutant (bottom). Loss of *flt1* or *vhl* induces the formation of a peri-neural tube network, and combining both mutants in addition promotes sprouting into the neural tube. NT, neural tube; ISV, intersegmental vessel (a-arterial, v-venous); DA, dorsal aorta; PCV, posterior cardinal vein; DLAV, dorsal longitudinal anastomotic vessel; hpf, hours post fertilization.

## References

[b1] ZacchignaS., LambrechtsD. & CarmelietP. Neurovascular signalling defects in neurodegeneration. Nat. Rev. Neurosci. 9, 169–181 (2008).1825313110.1038/nrn2336

[b2] WhiteI. A., GordonJ., BalkanW. & HareJ. M. Sympathetic reinnervation is required for mammalian cardiac regeneration. Circ. Res. 117, 990–994 (2015).2637118110.1161/CIRCRESAHA.115.307465PMC4705031

[b3] NamJ. . Coronary veins determine the pattern of sympathetic innervation in the developing heart. Development 140, 1475–1485 (2013).2346246810.1242/dev.087601PMC3596991

[b4] EichmannA., Le NobleF., AutieroM. & CarmelietP. Guidance of vascular and neural network formation. Curr. Opin. Neurobiol. 15, 108–115 (2005).1572175210.1016/j.conb.2005.01.008

[b5] LarriveeB., FreitasC., SuchtingS., BrunetI. & EichmannA. Guidance of vascular development: Lessons from the nervous system. Circ. Res. 104, 428–441 (2009).1924668710.1161/CIRCRESAHA.108.188144

[b6] JamesJ. M. & MukouyamaY. Neuronal action on the developing blood vessel pattern. Semin. Cell Dev. Biol. 22, 1019–1027 (2011).2197886410.1016/j.semcdb.2011.09.010PMC3230733

[b7] SchratzbergerP. . Reversal of experimental diabetic neuropathy by VEGF gene transfer. J. Clin. Invest. 107, 1083–1092 (2001).1134257210.1172/JCI12188PMC209283

[b8] HoganK. A., AmblerC. A., ChapmanD. L. & BautchV. L. The neural tube patterns vessels developmentally using the VEGF signaling pathway. Development 131, 1503–1513 (2004).1499892310.1242/dev.01039

[b9] JamesJ. M., GewolbC. & BautchV. L. Neurovascular development uses VEGF-A signaling to regulate blood vessel ingression into the neural tube. Development 136, 833–841 (2009).1917658610.1242/dev.028845PMC2685948

[b10] RaabS. . Impaired brain angiogenesis and neuronal apoptosis induced by conditional homozygous inactivation of vascular endothelial growth factor. Thromb. Haemost. 91, 595–605 (2004).1498323710.1160/TH03-09-0582

[b11] MukouyamaY. S., ShinD., BritschS., TaniguchiM. & AndersonD. J. Sensory nerves determine the pattern of arterial differentiation and blood vessel branching in the skin. Cell 109, 693–705 (2002).1208666910.1016/s0092-8674(02)00757-2

[b12] MukouyamaY.-S., GerberH.-P., FerraraN., GuC. & AndersonD. J. Peripheral nerve-derived VEGF promotes arterial differentiation via neuropilin 1-mediated positive feedback. Development 132, 941–952 (2005).1567356710.1242/dev.01675

[b13] CarmelietP. . Abnormal blood vessel development and lethality in embryos lacking a single VEGF allele. Nature 380, 435–439 (1996).860224110.1038/380435a0

[b14] MiquerolL., LangilleB. L. & NagyA. Embryonic development is disrupted by modest increases in vascular endothelial growth factor gene expression. Development 127, 3941–3946 (2000).1095289210.1242/dev.127.18.3941

[b15] OkabeK. . Neurons limit angiogenesis by titrating VEGF in retina. Cell 159, 584–596 (2014).2541710910.1016/j.cell.2014.09.025

[b16] OlssonA.-K., DimbergA., KreugerJ. & Claesson-WelshL. VEGF receptor signalling in control of vascular function. Nat. Rev. Mol. Cell Biol. 7, 359–371 (2006).1663333810.1038/nrm1911

[b17] ShibuyaM. Vascular endothelial growth factor (VEGF) and its receptor (VEGFR) signaling in angiogenesis: a crucial target for anti- and pro-angiogenic therapies. Genes Cancer 2, 1097–1105 (2011).2286620110.1177/1947601911423031PMC3411125

[b18] KruegerJ. . Flt1 acts as a negative regulator of tip cell formation and branching morphogenesis in the zebrafish embryo. Development 138, 2111–2120 (2011).2152173910.1242/dev.063933PMC3082310

[b19] JakobssonL. . Endothelial cells dynamically compete for the tip cell position during angiogenic sprouting. Nat. Cell Biol. 12, 943–953 (2010).2087160110.1038/ncb2103

[b20] IsogaiS., LawsonN. D., TorrealdayS., HoriguchiM. & WeinsteinB. M. Angiogenic network formation in the developing vertebrate trunk. Development 130, 5281–5290 (2003).1295472010.1242/dev.00733

[b21] JinS.-W., BeisD., MitchellT., ChenJ.-N. & StainierD. Y. R. Cellular and molecular analyses of vascular tube and lumen formation in zebrafish. Development 132, 5199–5209 (2005).1625121210.1242/dev.02087

[b22] CovassinL. D., VillefrancJ. A., KacergisM. C., WeinsteinB. M. & LawsonN. D. Distinct genetic interactions between multiple Vegf receptors are required for development of different blood vessel types in zebrafish. Proc. Natl Acad. Sci. USA 103, 6554–6559 (2006).1661712010.1073/pnas.0506886103PMC1458922

[b23] LiangD. . The role of vascular endothelial growth factor (VEGF) in vasculogenesis, angiogenesis, and hematopoiesis in zebrafish development. Mech. Dev. 108, 29–43 (2001).1157885910.1016/s0925-4773(01)00468-3

[b24] CovassinL. D. . A genetic screen for vascular mutants in zebrafish reveals dynamic roles for Vegf/Plcg1 signaling during artery development. Dev. Biol. 329, 212–226 (2009).1926928610.1016/j.ydbio.2009.02.031PMC2791107

[b25] SiekmannA. F. & LawsonN. D. Notch signalling limits angiogenic cell behaviour in developing zebrafish arteries. Nature 445, 781–784 (2007).1725997210.1038/nature05577

[b26] HoganB. M. . Vegfc/Flt4 signalling is suppressed by Dll4 in developing zebrafish intersegmental arteries. Development 136, 4001–4009 (2009).1990686710.1242/dev.039990

[b27] VillefrancJ. A. . A truncation allele in *vascular endothelial growth factor c* reveals distinct modes of signaling during lymphatic and vascular development. Development 140, 1497–1506 (2013).2346246910.1242/dev.084152PMC3596992

[b28] HiratsukaS., MinowaO., KunoJ., NodaT. & ShibuyaM. Flt-1 lacking the tyrosine kinase domain is sufficient for normal development and angiogenesis in mice. Proc. Natl Acad. Sci. USA 95, 9349–9354 (1998).968908310.1073/pnas.95.16.9349PMC21341

[b29] HiratsukaS. . Membrane fixation of vascular endothelial growth factor receptor 1 ligand-binding domain is important for vasculogenesis and angiogenesis in mice. Mol. Cell. Biol. 25, 346–354 (2005).1560185510.1128/MCB.25.1.346-354.2005PMC538773

[b30] Avraham-DavidiI. . ApoB-containing lipoproteins regulate angiogenesis by modulating expression of VEGF receptor 1. Nat. Med. 18, 967–973 (2012).2258128610.1038/nm.2759PMC3959651

[b31] RossiA. . Genetic compensation induced by deleterious mutations but not gene knockdowns. Nature 524, 230–233 (2015).2616839810.1038/nature14580

[b32] ChappellJ. C., TaylorS. M., FerraraN. & BautchV. L. Local guidance of emerging vessel sprouts requires soluble Flt-1. Dev. Cell 17, 377–386 (2009).1975856210.1016/j.devcel.2009.07.011PMC2747120

[b33] GundersenG. G. & WormanH. J. Nuclear positioning. Cell 152, 1376–1389 (2013).2349894410.1016/j.cell.2013.02.031PMC3626264

[b34] HerbertS. P. & StainierD. Y. R. Molecular control of endothelial cell behaviour during blood vessel morphogenesis. Nat. Rev. Mol. Cell Biol. 12, 551–564 (2011).2186039110.1038/nrm3176PMC3319719

[b35] QuillienA. . Distinct Notch signaling outputs pattern the developing arterial system. Development 141, 1544–1552 (2014).2459816110.1242/dev.099986PMC4074308

[b36] del ToroR. . Identification and functional analysis of endothelial tip cell-enriched genes. Blood 116, 4025–4033 (2010).2070575610.1182/blood-2010-02-270819PMC4314527

[b37] StrasserG. A., KaminkerJ. S. & Tessier-LavigneM. Microarray analysis of retinal endothelial tip cells identifies CXCR4 as a mediator of tip cell morphology and branching. Blood 115, 5102–5110 (2010).2015421510.1182/blood-2009-07-230284

[b38] OkudaK. S. . *lyve1* expression reveals novel lymphatic vessels and new mechanisms for lymphatic vessel development in zebrafish. Development 139, 2381–2391 (2012).2262728110.1242/dev.077701PMC4074227

[b39] BussmannJ. . Arteries provide essential guidance cues for lymphatic endothelial cells in the zebrafish trunk. Development 137, 2653–2657 (2010).2061048410.1242/dev.048207

[b40] NicenboimJ. . Lymphatic vessels arise from specialized angioblasts within a venous niche. Nature 522, 56–61 (2015).2599254510.1038/nature14425

[b41] CarmelietP. . Role of HIF-1alpha in hypoxia-mediated apoptosis, cell proliferation and tumour angiogenesis. Nature 394, 485–490 (1998).969777210.1038/28867

[b42] van RooijenE. . von Hippel-Lindau tumor suppressor mutants faithfully model pathological hypoxia-driven angiogenesis and vascular retinopathies in zebrafish. Dis. Model. Mech. 3, 343–353 (2010).2033544410.1242/dmm.004036

[b43] Gomez-ManzanoC. . Mechanisms underlying PTEN regulation of vascular endothelial growth factor and angiogenesis. Ann. Neurol. 53, 109–117 (2003).1250985410.1002/ana.10396

[b44] ChoorapoikayilS., WeijtsB., KersR., de BruinA. & den HertogJ. Loss of Pten promotes angiogenesis and enhanced *vegfaa* expression in zebrafish. Dis. Model. Mech. 6, 1159–1166 (2013).2372023310.1242/dmm.012377PMC3759335

[b45] LeslieJ. D. . Endothelial signalling by the Notch ligand Delta-like 4 restricts angiogenesis. Development 134, 839–844 (2007).1725126110.1242/dev.003244

[b46] SuchtingS. . The Notch ligand Delta-like 4 negatively regulates endothelial tip cell formation and vessel branching. Proc. Natl Acad. Sci. USA 104, 3225–3230 (2007).1729694110.1073/pnas.0611177104PMC1805603

[b47] ZhaoL. . Notch signaling regulates cardiomyocyte proliferation during zebrafish heart regeneration. Proc. Natl Acad. Sci. USA 111, 1403–1408 (2014).2447476510.1073/pnas.1311705111PMC3910613

[b48] StahlhutC., SuárezY., LuJ., MishimaY. & GiraldezA. J. miR-1 and miR-206 regulate angiogenesis by modulating VegfA expression in zebrafish. Development 139, 4356–4364 (2012).2313224410.1242/dev.083774PMC3509730

[b49] AblainJ., DurandE. M., YangS., ZhouY. & ZonL. I. A CRISPR/Cas9 vector system for tissue-specific gene disruption in zebrafish. Dev. Cell 32, 756–764 (2015).2575296310.1016/j.devcel.2015.01.032PMC4379706

[b50] GiacomottoJ., RinkwitzS. & BeckerT. S. Effective heritable gene knockdown in zebrafish using synthetic microRNAs. Nat. Commun. 6, 7378 (2015).2605183810.1038/ncomms8378PMC4468906

[b51] ChildsS., ChenJ.-N., GarrityD. M. & FishmanM. C. Patterning of angiogenesis in the zebrafish embryo. Development 129, 973–982 (2002).1186148010.1242/dev.129.4.973

[b52] KwonH.-B. H.-B. . The parallel growth of motoneuron axons with the dorsal aorta depends on Vegfc/Vegfr3 signaling in zebrafish. Development 140, 4081–4090 (2013).2404632110.1242/dev.091702PMC3913045

[b53] LangeC. . Relief of hypoxia by angiogenesis promotes neural stem cell differentiation by targeting glycolysis. EMBO J. 35, 924–941 (2016).2685689010.15252/embj.201592372PMC5207321

[b54] WileyD. M. . Distinct signalling pathways regulate sprouting angiogenesis from the dorsal aorta and the axial vein. Nat. Cell Biol. 13, 686–692 (2011).2157241810.1038/ncb2232PMC3107371

[b55] HenG. . Venous-derived angioblasts generate organ-specific vessels during zebrafish embryonic development. Development 142, 4266–4278 (2015).2652567110.1242/dev.129247PMC4689221

[b56] XuC. . Arteries are formed by vein-derived endothelial tip cells. Nat. Commun. 5, 5758 (2014).2550262210.1038/ncomms6758PMC4275597

[b57] Red-HorseK., UenoH., WeissmanI. L. & KrasnowM. A. Coronary arteries form by developmental reprogramming of venous cells. Nature 464, 549–553 (2010).2033613810.1038/nature08873PMC2924433

[b58] HoganB. . *ccbe1* is required for embryonic lymphangiogenesis and venous sprouting. Nat. Genet. 41, 396–398 (2009).1928738110.1038/ng.321

[b59] PeriF. & Nüsslein-VolhardC. Live imaging of neuronal degradation by microglia reveals a role for v0-ATPase a1 in phagosomal fusion *in vivo*. Cell 133, 916–927 (2008).1851093410.1016/j.cell.2008.04.037

[b60] van ImpelA. . Divergence of zebrafish and mouse lymphatic cell fate specification pathways. Development 141, 1228–1238 (2014).2452345610.1242/dev.105031PMC3943180

[b61] AndoK. . Clarification of mural cell coverage of vascular endothelial cells by live imaging of zebrafish. Development 143, 1328–1339 (2016).2695298610.1242/dev.132654PMC4852519

[b62] SanthakumarK. . A zebrafish model to study and therapeutically manipulate hypoxia signaling in tumorigenesis. Cancer Res. 72, 4017–4027 (2012).2266526610.1158/0008-5472.CAN-11-3148

[b63] HwangW. Y. . Efficient genome editing in zebrafish using a CRISPR-Cas system. Nat. Biotechnol. 31, 227–229 (2013).2336096410.1038/nbt.2501PMC3686313

[b64] KwanK. M. . The Tol2kit: a multisite gateway-based construction kit for *Tol2* transposon transgenesis constructs. Dev. Dyn. 236, 3088–3099 (2007).1793739510.1002/dvdy.21343

[b65] DistelM., WullimannM. F. & KösterR. W. Optimized Gal4 genetics for permanent gene expression mapping in zebrafish. Proc. Natl Acad. Sci. USA 106, 13365–13370 (2009).1962869710.1073/pnas.0903060106PMC2726396

[b66] LouvionJ. F., Havaux-CopfB. & PicardD. Fusion of GAL4-VP16 to a steroid-binding domain provides a tool for gratuitous induction of galactose-responsive genes in yeast. Gene 131, 129–134 (1993).837053310.1016/0378-1119(93)90681-r

[b67] TrapnellC. . Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat. Protoc. 7, 562–578 (2012).2238303610.1038/nprot.2012.016PMC3334321

[b68] AndersS. & HuberW. Differential expression analysis for sequence count data. Genome Biol. 11, R106 (2010).2097962110.1186/gb-2010-11-10-r106PMC3218662

How the deposited data were processed for this re-analysis (not part of the article)

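RNA-seq of 4 dpf zebrafish larvae compared 3 WT with 3 homozygous *flt1* ka601 samples. The sample labels and the column names of the count table give genotype and replicate number. The labels state 2 technical replicates for each sample, and the count table has a single column per sample, used as deposited.

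The authors aligned reads to GRCz10 with TopHat and Bowtie and deposited HTSeq counts per Ensembl transcript without normalization. Reads that fit several transcripts or several positions are in no transcript's count. The authors' deposited DESeq table gives the mean signal per genotype, which is counts divided by size factors, with a fold ratio of mutant over WT, a p-value and an adjusted p-value. The authors' deposited Cuffdiff table gives an FPKM value per genotype, a signed fold score, a test statistic (a score without a fixed range), a log2 fold change, a p-value and a q-value. In the values deposited by the authors, a log2 of infinity marks a genotype at 0, and directions were taken from the genotype means. These tables hold only transcripts past the authors' thresholds. They were used for names, for directions and for overlaps.

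Counts were analysed in R 4.3.3 with edgeR 4.0.16. Transcripts were kept by filterByExpr (a minimum count of 10 at the median library size in 3 samples and 15 in total), which left 21029 of 54869. Samples were scaled by TMM, with factors between 0.874 and 1.05. The quasi-likelihood test was fitted to genotype alone with all 6 samples, and p-values were adjusted by Benjamini-Hochberg over all tested transcripts. Standard errors were derived from the log2 fold change and the F statistic. They are approximate, as are the 95% intervals. Calls with a fold threshold used at least a 2-fold change. Single transcripts were also compared by whether the genotypes overlapped, where an exact permutation test of 3 samples against 3 reaches a two-sided p of 0.1 at the smallest. The alternatives were DESeq2's size factors, upper-quartile factors or total counts for the scaling, DESeq2 1.42.0 for the test, no filter or at least 10 counts in every sample, glmTreat for the fold threshold, the replicate number as a block, and each sample left out in turn. The pairing for the block comes from the replicate numbers in the labels.

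The edgeR test was tested on simulated data, with counts drawn for the tested transcripts from the samples' means, library sizes and dispersions. Of 200 transcripts changed by a log2 of 1, 145 were called (72.5%), all in the right direction, with 11 false calls among 20948 transcripts tested. Of 200 changed by a log2 of 2, 198 were called, with 25 false calls among 20916. In both simulations, each run once, the false calls made up a larger share of all calls than the nominal 0.05. With only 200 transcripts changed, an adjusted p of 0.05 was also a stricter cut on the unadjusted p than in the data. With no transcript changed, 7 of 20955 were called and 4.66% had an unadjusted p under 0.05. The depth per sample, 10655504 to 14936523 counted reads, gave a median standard error of the log2 fold change of 0.31 for transcripts under 30 reads per sample, 0.20 from 30 to 100, 0.11 from 100 to 1000 and 0.089 above. A fold against samples at or under 3 reads is given as a lower bound.

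Apart from those in the closing observations that are said to be named after their values were seen, the transcripts named in the text were chosen by a rule written before the data were examined: *flt1*, every gene the paper names from these data, every member of the endothelial, venous, arterial and Vegf gene lists with an adjusted p under 0.05, and the 5 largest rises and 5 largest falls among calls with a mean of at least 50 reads per sample and no overlap between genotypes. Names come from the authors' deposited tables, and RefSeq symbols of assembly GRCz12tu were matched for 246 of the 424 named transcripts (58.0%). Because the other transcripts carry no name in the files, the tests planned for *flt1*, the tip-stalk markers, the endothelial gene lists and the neighbourhood of *flt1* were not run. A check of GC content or transcript length was void, since neither is given for these identifiers.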

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

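The tests below, apart from those that left out a sample or scaled by total counts, were chosen after the result was seen, and so were the lists of phase, globin and enzyme genes.

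Transcripts outside those the paper discusses were counted in only 1 genotype. There were 9 with 0 reads in every sample of a genotype and at least 10 in every sample of the other, 2 of them counted in mutants and 7 in WT. With at least 5 or at least 20 reads asked of every sample, thresholds chosen after the data were seen, there were 12 and 4. PGBD4 (3 of 8) had 89, 70 and 70 reads in the mutants and was at least 24.3-fold higher, and ENSDART00000128564 had 101, 87 and 92 and was at least 29.9-fold higher; both are named after their values were seen. The 7 transcripts counted in WT had between 14 and 33 reads per sample. Each of the 9 had an adjusted p between 4.9e-05 and 0.0032 from edgeR's quasi-likelihood test, and the 9 other splits of the 6 samples gave 0 such transcripts. Of the 4 splits that part every pair with the same replicate number, 1, the real one, gave as many, a count that could not have gone under a share of 0.05. Reads shared between near-identical copies were weighed by name. All 9 carry the name of a numbered copy or a clone, as do 53.0% of the other 415 named transcripts (Fisher's exact test, two-sided p = 0.0045). This excess goes with shared reads, but a name is only a stand-in for copy number. Reads that fit several positions enter no count in either genotype. The test cannot tell whether shared reads play a part. The labels name the AB strain for WT alone, so a strain variant against the reference could not be separated from the effect of genotype. The pattern cannot be told apart from such a variant, which was not tested.

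Transcripts of genes of the S and G2/M phases of the cell cycle, which the paper does not discuss, were higher in mutants. Of a list of 105 such gene names, 7 are named in the authors' deposited tables, and all 7 had an adjusted p under 0.05 and were higher in all 3 mutants, with log2 fold changes between 1.03 and 2.80 (*rrm2*, *cenpf*, *kif11* and *dtl* among them, named after their values were seen). Of the other 417 named transcripts 53.0% were higher (Fisher's exact test, two-sided p = 0.017, adjusted over 5 lists p = 0.028). As names exist only for transcripts the authors listed, members that did not change are not in this count. The list was also chosen after the result was seen, so this p-value is no independent evidence for the pattern. A single deviating sample was not the source, since at least 7 were called in each of the 6 fits that left a sample out. With scaling by total counts 7 were called too, a test that could hardly have moved changes of this size. A difference in developmental stage at collection could give the same direction. In the counts, the 5 embryonic globin transcripts that were tested were higher in mutants and the 7 pancreatic enzyme transcripts that were tested were lower (Fisher's exact test, two-sided p = 0.0013), although only 3 of these 7 had an adjusted p under 0.05. The authors' deposited tables list 4 more enzyme transcripts as lower, which had too few counts to be tested here, 2 of them with at most 3 reads in any sample. All were named because the authors had listed them as changed, and their directions were known when the lists were chosen, so this p-value is no evidence for a difference in stage. The paper reports more endothelial cells in the mutants at this stage, and a change in proliferation may contribute, but the pattern cannot be told apart from a difference in stage, which these data leave open.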

How the results depend on the processing

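The alternatives were set before the data were examined unless stated, and the splits of the samples were counted after the results were seen. The number of transcripts with an adjusted p under 0.05, 2052, was 2064 with DESeq2's size factors, 2056 with upper-quartile factors, 2202 with total counts, 1525 with DESeq2's Wald test, 2756 without a filter and 1982 with at least 10 counts in every sample. Of the 2052 transcripts, these settings called 2042, 2041, 1513, 1424, 1974 and 1863. Total counts moved the median log2 fold change of all transcripts to 0.12, from -0.01 with TMM, and 1829 calls were higher and 373 lower. For at least 2-fold changes the share of higher calls was 75.1% with total counts and 58.7% with TMM, and for the unadjusted p it was 75.4% and 60.4%.

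Larger changes followed the filter and the form of the fold threshold. Without a filter, 705 transcripts had an adjusted p under 0.05 and at least a 2-fold change, against 450, and 1595 an unadjusted p under 0.05 and at least a 2-fold change, against 631. With at least 10 counts in every sample these were 286 and 314. The test against a 2-fold change itself called 41 transcripts, all among the 450. The cause was not tested.

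Across the 6 fits that each left out a sample, transcripts with an adjusted p under 0.05 numbered from 717 to 2789, those with at least a 2-fold change as well from 297 to 688, and those with an unadjusted p and at least a 2-fold change from 753 to 924. The highest number of each came without WT replicate 3. Between 81 and 89 of the 93 transcripts in both of the authors' deposited tables were called, against 90 with all samples. Between 3 and 4 of the paper's 5 upregulated transcripts were called. Other settings with all samples moved the number of the 93 further. It was 68 with at least 10 counts in every sample, 81 with total counts and 93 without a filter. DESeq2's size factors and upper-quartile factors gave 91, and DESeq2's Wald test 89.

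With the replicate number as a block, 2352 transcripts had an adjusted p under 0.05, 481 of them with at least a 2-fold change, 3 of the paper's 5 upregulated transcripts were called, and 91 of those in both deposited tables. The deviations of same-numbered samples from their group means had correlations of 0.08, 0.02 and 0.06, so samples with the same number hardly deviated together.

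For the 16 named transcripts, 201 comparisons with the 13 alternative fits gave 179 on the same side of the threshold, 19 weaker, 3 stronger and 0 reversed. *angpt2a*, *esm1* and *lyve1* were called in all 13. *plgf* was called in 4 of the 6 other fits that tested it and 1 of the 6 that left a sample out, with an adjusted p from 0.019 to 0.13. Its mean was 8.67 reads per sample. On simulated counts, 5 of 39 transcripts under 30 reads per sample were called when changed by a log2 of 1. When changed by a log2 of 2, 25 of 27 were called, so depth limited the smaller changes most there. The adjusted p was a stricter cut in the simulation, with 200 transcripts changed, than in the data.

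Of the 4 splits of the samples that part every same-numbered pair, 1, the real one, gave as many transcripts with an adjusted p under 0.05. The same held for those with at least a 2-fold change, for the unadjusted p, for the paper's upregulated transcripts and for those in both deposited tables, which the authors chose on this split. The 9 other splits of all 10 called 0 transcripts at an adjusted p under 0.05, with 291 to 861 at an unadjusted p under 0.05 against 5655. A share under 0.05 is out of reach with 3 samples against 3.

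The alternatives on technical replicates were not run, since the table has a single column per sample. Those for *flt1*, the tip-stalk markers, the gene lists (rotation test included) and the *flt1* chromosome were not run, because the counts carry no names for their genes.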

Differences from the paper's values

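The paper gives a mean of 44490573 reads assigned to genes, by Cufflinks and HTSeq. The deposited counts, from HTSeq on transcripts, had a mean of 12012244 per sample, so the measures are unlike. None of the alternatives set before the data were examined could raise this mean: it is already a sum without a filter on low counts (12012244), and asking for at least 10 counts in every sample lowers it to 11934829. With ambiguous reads added the mean was 20131887, and with ambiguous reads and reads on no feature it was 36905609, and the paper's value is 1.21 times the latter. Both were chosen after seeing the values.

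The paper names *aplnra* among the genes that were significantly higher in the RNA-seq of mutants. Here its log2 fold change was 1.32 with an adjusted p of 0.081, above the threshold of 0.05. Settings that called it were scaling by total counts (adjusted p = 0.049), no filter on low counts (adjusted p = 0.031) and the fit without WT replicate 3 (adjusted p = 0.0055). Over the 6 alternatives with all samples that tested it, its adjusted p ran from 0.031 to 0.12. It also passed when the adjustment ran over the paper's 5 transcripts alone (adjusted p = 0.012 from edgeR's quasi-likelihood test). As the largest of these 5 p-values, its value was left unchanged by that adjustment. The paper chose this list at least in part from these data.

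The paper calls a gene differentially expressed when DESeq and Cuffdiff both do. The transcripts of *aplnra* and *plgf* are in the authors' deposited Cuffdiff table, with q-values of 0.039 and 0.034, and not in their deposited DESeq table, while those of *angpt2a*, *esm1* and *lyve1* are in both.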

Other observations

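The tests on structural RNAs and on positions along the genome were chosen after the values had been seen.

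The authors' deposited DESeq table lists 10 copies of the signal recognition particle RNA (Metazoa_SRP), all lower in mutants, with log2 fold changes between -1.74 and -1.03 and adjusted p-values under 0.05 from edgeR's quasi-likelihood test. Their summed CPM were 1310, 1060 and 919 in the WT samples and 543, 462 and 395 in the mutants (exact permutation test, two-sided p = 0.1, the smallest possible). The similarity of the copies was not examined, and they are not counted here as independent transcripts. If library preparation of structured RNA had differed between the genotypes, other such RNAs could be lower too. Of 11 other listed structural RNA copies, 4 were lower and 7 higher in mutants. RNaseP_nuc was among the lower ones (log2 fold change -2.96, adjusted p = 0.00028 from the same edgeR test). The 7 higher copies go against a preparation effect on all structured RNA alike. Only copies that the authors listed as changed are counted, so an effect on some structured RNAs is left open. No biological explanation was tested.

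In some transcripts WT replicate 3 stood apart from the other WT samples. RNase_MRP, picked after its values were seen, had 7398 and 9254 reads in WT replicates 1 and 2, 7 in WT replicate 3, and 16, 11 and 13 in the mutants, so its difference between the genotypes came from WT replicates 1 and 2. ENSDART00000119007 had 6491 reads in WT replicate 3 and between 10 and 36 in the others. No explanation was tested.

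Calls along the genome could come from alleles linked to the flt1 mutation, which differ between mutants and WT. Cufflinks numbers loci along the genome, which made this testable in part for the 158 transcripts of the authors' deposited Cuffdiff table. The order was checked by chromosome alone, with chromosomes sorted by name as text. Their rank correlation with the locus numbers of the matched transcripts was 0.937. Order within a chromosome was not checked. Chromosomes were those RefSeq gives for the named transcripts (assembly GRCz12tu, 114 of 158 matched). The stretch for that of *flt1* ran from the last matched call on the chromosome before it to the first on the one after. Inside it lay 1 of the 158 calls, where an even spread gives 9.70. Matched calls set its edges, so the stretch can reach into both neighbouring chromosomes, and 9.70 is too high. As far as the order of loci holds, the stretch held no cluster of these calls. The genes nearest *flt1* were not tested, so linked alleles are left open.

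Elsewhere the calls were uneven. The densest window of 1500 loci held 18 calls, 8 higher and 10 lower in mutants, where the median of 10000 random placements was 11 and their maximum 17 (permutation p = 1e-04 for random placement of calls, the smallest these can give). The window's size was set after the positions were seen. The number of expressed loci in each window is not known here, so a dense stretch of expressed genes could give the same count, and a haplotype that differs between the groups of fish may be considered only as a hypothesis.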
